# Transforming growth factor-β1 protects mechanically injured cortical murine neurons by reducing trauma-induced autophagy and apoptosis

**DOI:** 10.3389/fncel.2024.1381279

**Published:** 2024-05-28

**Authors:** Yanlei Li, Huixiong Deng, Hengyao Zhang, Lin Yang, Shenmiao Wang, Haoyang Wang, Jiacheng Zhu, Xiaoning Li, Xiaoxuan Chen, Yinhong Lin, Rui Li, Gefei Wang, Kangsheng Li

**Keywords:** trauma-injured, cortical neurons, transforming growth factor-β1, autophagy, apoptosis, lysosomal

## Abstract

Transforming growth factor β1 (TGF-β1) has a neuroprotective function in traumatic brain injury (TBI) through its anti-inflammatory and immunomodulatory properties. However, the precise mechanisms underlying the neuroprotective actions of TGF-β1 on the cortex require further investigation. In this study, we were aimed to investigate the regulatory function of TGF-β1 on neuronal autophagy and apoptosis using an *in vitro* primary cortical neuron trauma-injury model. LDH activity was assayed to measure cell viability, and intracellular [Ca^2+^] was measured using Fluo-4-AM in an *in vitro* primary cortical neuron trauma-injury model. RNA-sequencing (RNAseq), immunofluorescent staining, transmission electron microscopy (TEM), western blot and CTSD activity detection were employed. We observed significant enrichment of DEGs related to autophagy, apoptosis, and the lysosome pathway in trauma-injured cortical neurons. TEM confirmed the presence of autophagosomes as well as autophagolysosomes. Western blot revealed upregulation of autophagy-related protein light chain 3 (LC3-II/LC3-I), sequestosome 1 (SQSTM1/p62), along with apoptosis-related protein cleaved-caspase 3 in trauma-injured primary cortical neurons. Furthermore, trauma-injured cortical neurons showed an upregulation of lysosomal marker protein (LAMP1) and lysosomal enzyme mature cathepsin D (mCTSD), but a decrease in the activity of CTSD enzyme. These results indicated that apoptosis was up-regulated in trauma- injured cortical neurons at 24 h, accompanied by lysosomal dysfunction and impaired autophagic flux. Notably, TGF-β1 significantly reversed these changes. Our results suggested that TGF-β1 exerted neuroprotective effects on trauma- injured cortical neurons by reducing lysosomal dysfunction, decreasing the accumulation of autophagosomes and autophagolysosomes, and enhancing autophagic flux.

## 1 Introduction

Traumatic brain injury (TBI) is a significant global public health and economic concern, leading to substantial mortality and morbidity among young individuals (Rosenfeld et al., 2012; Andelic, 2013). The primary injury directly causes brain trauma, ultimately resulting in neuronal cell death (Shafi et al., 2014; Hutchinson et al., 2016; Timmons et al., 2019). Mechanisms such as the pro-inflammatory response, oxidative stress, local hypoxia/reoxygenation, as well as accumulation of neurotoxic substances contribute to damage and degradation in the surrounding microenvironment, leading to persistent neurodegeneration (Ji et al., 2012; Chao et al., 2018). Over time, secondary damage develops through the activation of apoptosis, necroptosis, pyroptosis, autophagy, and other necrotic inflammatory programs, resulting in neuronal death and pathological and functional changes in the brain (Ito et al., 2015; Arrázola et al., 2019; Chao et al., 2019). Despite increased understanding of the biological mechanisms involved in neurorepair after TBI, effective therapeutic drugs and methods for neuroprotection remain limited, primarily due to the heterogeneity of pathology as well as the complexity of secondary injury mechanisms in TBI (Kalra et al., 2022).

Among the complex cytokine networks induced after TBI, transforming growth factor-β1 (TGF-β1) is crucial as an anti-inflammatory and neuroprotective mediator. Research has shown that TGF-β1 has the potential to decrease neuroinflammation and prevent further damage following the initial injury. It acts as the main effector cytokine and may serve as a neuroprotective agent in neurodegenerative disorders, aiding in the management of neuronal damage in conditions like Parkinson’s/Alzheimer’s diseases (Goodman et al., 1990; Ott et al., 1994; Bell et al., 1997; Kossmann et al., 1997; Morganti-Kossmann et al., 1999). Importantly, TGF-β1 treatment has been found not only to participate in immunomodulation and exert neuroprotective effects but also to promote the recovery of injured neurons and reduce axonal damage within 1 day after TBI. In a previous study, our team discovered that the inhibitory effect of TGF-β1 on the L-type Ca^2+^ channels (LTCCs) mediated elevation of intracellular Ca^2+^ concentration among mouse cortical neurons stimulated by KCl. It was achieved through the activation of the c-Jun N-terminal kinases (JNK1/2), and p38 mitogen-activated protein (MAP) kinases (MAPK), MAPK/extracellular signal-regulated kinase (ERK) kinase (MEK) pathways (Liu et al., 2018). Additionally, we observed that TGF-β1 stimulates the p38 MAPK pathway to upregulate the C_av_1.2 channel, thereby enhancing cortical neuron activity in trauma-injured mice and inhibiting cell apoptosis (Li et al., 2022). In summary, TGF-β1 regulates neuronal regeneration by modulating immune responses, cellular activity, scar formation, and neurite growth (Morganti-Kossmann et al., 1999). However, the precise mechanisms underlying the neuroprotective effects of TGF-β1 on mechanically damaged neurons are not fully understood. To address this gap, we employed an *in vitro* model of primary trauma-injured cortical neurons to investigate the impact of TGF-β1 on cortical neurons subjected to trauma injury. This study utilized RNA sequencing (RNA-seq) technique to reveal crucial pathways and hub genes associated with the downstream effects of TGF-β1. We observed that mechanically impaired neurons exhibited autophagy dysfunction, which could be alleviated by treatment with TGF-β1 (10 ng/mL), leading to neuroprotective effects. Additionally, our experimental results indicated that the TGF-β1-controlled autophagy pathway helped to mitigate the upregulation of autophagy, which in turn prevented dysfunctional lysosomal storage, enhances autophagic flux, and inhibits apoptosis, ultimately playing a neuroprotective role. Therefore, this investigation was aimed to enhance our understanding of the protective mechanism of TGF-β1 on cortical neurons after injury, providing additional therapeutic targets for TBI.

## 2 Materials and methods

### 2.1 Animals and cells

C57BL/6 J mice were obtained from Beijing Vital Liver Laboratory Animal Technology Co., LTD. (Beijing, China). All experiments followed the guidelines of the National Institutes of Health Guide for the Care and Use of Laboratory Animals and were approved by the Ethical Standards for Animal Care and Use of Research at Shantou University Medical School (approval grant no SUMC2022-413). Pregnant C57BL/6 J mice, aged between 12 and 18 weeks, were housed in a controlled environment with a temperature of 21 ± 2°C, humidity ranging from 30 to 70%, and a 12-h light/dark cycle. They had *ad libitum* access to food and water. Within 24 h of birth, neonatal C57BL/6 J mice were anesthetized using isoflurane (R510-22, RWD Life Science, China) at an induction concentration of 5% and maintenance concentration of 2.5%. Brain tissue was extracted, and cortical neurons were isolated. The cerebral cortices, excluding the hippocampus and dura mater, were treated with 2 mL of papain (P3125, Sigma, United States) diluted to 60 U/mL at 37°C for 20 min to obtain cells. Subsequently, 1 × 10^6^ cells were cultured on poly-D-lysine-treated glass coverslips (E607014-0002, Industrial Biotech, China) in 35 mm cell culture dishes/plates, supplemented with 2 mL of neurobasal medium in a 5% CO_2_ / 95% air atmosphere.100 Gluamax™-1 (2,003,971, Gibco, United States) and SM1 (05711, stem cell, United States) were added to 2% of the neurobasal medium (05790, stem cell, United States) immediately before use. Half of the medium was changed every 3 days. On day 1, arabinosylcytosine (5 μmol, 147–94-4, MERCK, United States), a selective inhibitor of DNA synthesis, was added to the culture and incubated for 24 h to minimize glial contamination. All experiments were conducted between day 8 and day 10.

### 2.2 Cell viability assay with LDH

Cortical neurons were cultured in 24-well plates for 7 days. The medium was then replaced, and the neurons were scratched and treated with TGF-β1 (10 ng/mL). After 24 h, the supernatant was aspirated, and the released lactate dehydrogenase (LDH) was measured using the LDH Activity Assay Kit (Beyotime, China) according to the manufacturer’s instructions, and served as a marker of cell death in the culture medium.

### 2.3 *In-vitro* model of trauma-injured cortical neurons

A model of trauma-injured cortical neurons was established by inducing mechanical injury on primary cortical neurons *in vitro* (Katano et al., 1999). Parallel scratches were created on the cultured cell plates (12 × 12 scratches in six-well plates) using a sterile 21-gauge needle (0.6 mm, HD, China). The plates were then incubated for 24 h.

### 2.4 Western blotting analysis

Cultured cortical neurons were disrupted using ristocetin-induced platelet aggregation (RIPA) buffer (P10013B, Beyotime, China) containing phenylmethylsulfonyl fluoride (PMSF) (ST506, Beyotime, China) and Halt™ Phosphatase Inhibitor Cocktail (78,427, Thermo Fisher Scientific, United States). Protein samples were separated on a 10% sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) gel in Glycine-Tris buffer and transferred onto polyvinylidene fluoride (PVDF) membranes (09609A, Life Sciences, United States). The membrane was blocked with 5% non-fat milk (Anchor, New Zealand) in TBST buffer at room temperature for 1 h, followed by overnight incubation at 4°C with primary antibodies for LC-3B (AB192890, anti-rabbit, 1:2000, abcam, United States), β-actin (A1978, anti-mouse, 1:5000, Sigma, United States) as the internal control, Cleaved-Caspase3 (AB214430, anti-rabbit, 1:5000, abcam, United States), lysosomal marker protein (LAMP1) (AB202843, anti-rabbit, 1:1000, abcam, United States), Anti- sequestosome 1 (SQSTM1)/P62 antibody (AB109012, anti-rabbit, 1:1000, abcam, United States), and Cathepsin D Polyclonal antibody (21327-1-AP, anti-rabbit, 1,5,000, Proteintech, China). After washing with Tris-buffered saline with Tween (TBS/Tween), PVDF membranes were incubated with horseradish peroxidase (HRP)-conjugated secondary antibody (Goat anti-Rabbit, 1:5000, Sigma, United States) and washed again with TBS/Tween. Protein bands were detected using an Enhanced Chemiluminescence (ECL) detection reagent (HYK1005, Med Chem Express, United States). The optical density of protein bands was quantified using Quantity One software from Bio-Rad (Hercules, CA, United States).

### 2.5 Real-time quantitative polymerase chain reaction (RT-PCR)

The total RNA from the primary cortical neurons was extracted using TRIzol reagent (15,596,026, Thermo Fisher Scientific, United States). Subsequently, the RNA was reverse transcribed into cDNA using a reverse transcription kit (R333-01, Vazyme, China) and the Power-up ™ SYBR™ Green master mix (00931764, Thermo Fisher Scientific, United States). The mRNA expression levels of mouse Beclin1, SQSTM1/P62, LAMP1, cathepsin D (CTSD), cathepsin B (CTSB), and β-actin were analyzed using five complementary primers synthesized by Guangzhou IGE Biotechnology Ltd. (IGE, China). It should be noted that β-actin was used as the control, as indicated in Supplementary Table S1. The expression level was determined using the 2^-△△Ct^ method and normalized based on the expression of β-actin.

### 2.6 Measurement of intracellular [Ca^2+^] using Fluo-4-AM

Neurons were incubated with 5 μM Fluo-4-AM at 37°C for 40 min. Afterward, the cells were washed with Hank’s balanced salt solution to remove extracellular Fluo-4-AM. The laser confocal scanning system (LSM 880, Zeiss, Germany) was utilized to detect the fluorescence signal. Fluo-4 was excited at 488 nm using an argon laser, and emission was measured at 530 nm. Changes in intracellular Ca^2+^ concentration were determined by calculating the ratio of fluorescence intensity (ΔF) against its background, represented as ΔF/F0, where F0 denotes the baseline fluorescence averaged from 0 s. F represents the cell fluorescence density at different time points. ΔF = F - F0 indicates the fluctuation in cell fluorescence density at different time points. Neurons were scanned for 1 h for imaging in each test.

### 2.7 TUNEL analysis

The neuronal cells of the cortex were cultured in prior for a duration of 8 days before undergoing traumatic injury and subsequent treatment utilizing TGF-β1 (10 ng/mL). Post 24 h of this treatment regimen, the culture medium was wholly discarded, followed by a double wash of the cells with PBS. Subsequently, these cortical neurons were subjected to a fixation process using 4% paraformaldehyde for an entire half-hour. The detection of cellular apoptosis was undertaken employing the terminal deoxynucleotidyl transferase dUTP nick end-labelling detection kit (C1086, TUNEL, Beyotime, China) in strict accordance with the manufacturer’s delineated guidelines.

### 2.8 Immunofluorescent staining

To examine the distribution of intracellular LC-3B expression in neurons, cortical neurons were cultured in individual dishes and allowed to grow for 7 days before scratching and drug treatment. After 24 h of TGF-β1 treatment, the medium was discarded, and neurons were triply washed with cold phosphate buffered saline (PBS). Then, the neurons were fixed in 4% paraformaldehyde for 5 min, followed by triply washed with PBS. Next, the samples were blocked with 1% bovine serum albumin (BSA) for 1 h. Anti-LC-3B (AB192890, anti-rabbit, use a concentration of 0.1 μg/mL, abcam, United States) and anti- microtubule-associated protein 2 (MAP2) antibodies (M3696, 1:200, sigma, United States) were incubated at 4°C for 2 h. Afterwards, the samples were washed three times with PBS and treated with Alexa Fluor 488-conjugated anti-rabbit IgG (A0428, anti-mouse, 1:500, Beyotime, China) and Alexa Fluor CY3-conjugated goat anti-mouse IgG (A0516, anti-rabbit, 1:500, Beyotime, China) for 1 h. Nucleus DNA was labeled with Hoechst 33258 (C1011, Beyotime, China) for 10 min at room temperature. The samples were then washed three times with PBS, and the plates were sealed using an anti-fluorescent surfactant. Finally, the Confocal 800 imaging system (LSM 800, Zeiss, Germany) was used to capture images.

### 2.9 TEM

Neuron precipitates were collected after centrifugation. TEM fixative (G1102, Servicebio, China) was added to the tube to resuspend the precipitation and fix it at 4°C for preservation and transportation. After discarding the supernatant, 0.1 M PBS (pH 7.4) was added, and the precipitate was resuspended and washed with PBS for 3 min. A 1% agarose solution (A6338, Macklin, China) was prepared by heating and dissolving it in advance. Once cooled, the agarose solution was added to the eppendorf tube. Before the agarose solidified, the precipitate was suspended with forceps and wrapped in the agarose. Agarose blocks containing the samples were post-fixed with 1% OsO4 (18,456, Ted Pella Inc., United States) in 0.1 M PBS (pH 7.4) for 2 h at room temperature. After removing OsO4, the tissues were rinsed in 0.1 M PBS (pH 7.4) three times for 15 min each. Dehydration was carried out at room temperature using a series of ethanol concentrations: 30% ethanol (100,092,183, national pharmaceutical reagent, China) for 20 min, 50% ethanol for 20 min, 70% ethanol for 20 min, 80% ethanol for 20 min, 95% ethanol for 20 min, two changes of 100% ethanol for 20 min each, and finally two changes of acetone for 15 min each. Resin penetration and embedding were conducted as follows: Acetone (10,000,418, National medicine reagent, China): EMBed 812 (90529–77-4, SPI, United States) = 1:1 for 2–4 h at 37°C; Acetone: EMBed 812 = 1:2, 37°C overnight; pure EMBed 812 at 37°C for 5–8 h; pour pure EMBed 812 into the embedding model, insert the tissue into pure EMBed 812, then leave it overnight at 37°C. The resin-embedded model and samples were transferred to a 65°C oven for polymerization for more than 48 h. The resin blocks were then removed from the embedding model and kept at room temperature for future use. The resin blocks were cut into 60–80 nm thin sections using a supermicrotome (Leica UC7, Leica, Germany) and placed on 150 copper grids. The grids were stained with 2% uranium acetate saturated solution to avoid photostaining for 8 min and washed three times with 70% ethanol, followed by three washes with ultrapure water. 2.6% lead citrate was used to avoid CO_2_ staining for 8 min, and then rinsed three times with ultrapure water. After drying with filter paper, the copper grid was placed into a grid plate and dried overnight at room temperature. The copper grids were observed under JEM-F200 TEM (JEOL, Japan), and images were captured.

### 2.10 Detection of CTSD activity

CTSD activity was assessed utilizing a Fluorometric Assay Kit (ab65302, Abcam, United States). The kit utilizes a fluorescence-based method with a specific CTSD substrate sequence (GKPILFFRLK(Dnp)D-R-NH2) labeled with methyl coumarylamide (MCA). Samples were prepared complying with the instructions provided by the manufacturer. Cells (1 × 10^6^) were collected for each condition, washed with ice-cold PBS, and resuspended in 100 μL of PBS. The cells were homogenized by repeated pipetting and then centrifuged at 4°C and 100 × g for 5 min. The supernatant was carefully decanted without disturbing the cell pellet, which was transferred to a new tube containing 200 μL of chilled CD Cell Lysis Buffer, AUTOPHAGY 1539, and incubated on ice for 10 min. After another centrifugation step at 4°C and 21,000 x g for 5 min to remove insoluble material, the cleared cell lysate was transferred to a new tube. 50 μL of cell lysate was combined with 52 μL of reaction mix, consisting of 50 μL of reaction buffer and 2 μL of substrate. This mixture was then aliquoted into wells of a black 96-well plate (CORNING, 3916) and incubated at 37°C for 30 min. The resulting fluorescence from substrate cleavage was measured using a SynergyH1 microplate reader (F-4700, Hitachi LimitedB, Japan) at Ex/Em = 328/460 nm.

### 2.11 RNA-seq

The total RNA extraction from the samples was carried out, and its integrity was evaluated utilizing the Agilent 2,100 bioanalyzer system. Amplified RNA libraries were prepared for each of the six samples following the Illumina protocol. Clustering of the index-coded samples was performed using the AMPure XP system (Beckman Coulter, Becerly, United States). Subsequently, the library preparations were subjected to sequencing, generating paired-end reads with a length of 150 bp (Illumina NovaSeq 6,000, United States). The paired-end clean reads were aligned to the reference genome using Hisat2 (v2.0.5). StringTie (v1.3.3b) was utilized to assemble the mapped reads for individual samples. Feature Counts (v1.5.0-p3) was employed to quantify the number of reads mapped to each gene. The fragments per kilobase of exon per million fragments mapped (FPKM) value of each gene was calculated based on the gene length and the number of mapped reads. Differential gene expression analysis was performed using the DESeq2 R software version 1.20.0. Genes with an adjusted *p*-value (padj) < = 0.05 and |log2(fold change [FC])| > = 0,were considered as differentially expressed genes (DEGs). DEGs were identified based on the available samples. The ratio of mRNA expression between TGF-β1 treated and untreated cells was determined by calculating the mean of the normalized read count values from each group. Any ratio with |log2(fold change [FC])| > = 0 & padj <= 0.05 in the Trauma group in contrast with the control group was considered a DEG. The RNA-seq data has been deposited in the GEO database at the NCBI with the accession number GSE249554. Gene Ontology (GO) enrichment analysis of DEGs was conducted using the clusterProfiler R package. Kyoto Encyclopedia of Genes and Genomes (KEGG)-based pathway analysis was performed using the Cluster Profiler R package and the DAVID database (v6.8, https://david.ncifcrf.gov/) to identify significantly enriched GO terms and KEGG pathways (padj <0.05) among the DEGs. The online Search Tool for the Retrieval of Interacting Genes (STRING) database (v11.0, https://www.string-db.org/) was utilized to generate protein–protein interaction (PPI) networks and perform construction and module analyses of proteins encoded by the DEGs. Interactions with a combined score of at least 0.4 indicated statistically significance. Cytoscape software (v3.8.2) in combination with the Molecular Complex Detection (MCODE) app (v2.0.0) was employed to cluster the network based on topology and identify densely connected regions (Bader and Hogue, 2003). A degree cutoff of 2, a node score cutoff of 0.2, a k-score of 2, and a maximum depth of 100 were used. For the genes associated with autophagy pathway, hub genes among the DEGs were identified using the degree method through the cytoHubba app (v0.1) in Cytoscape. GO annotation and KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway analysis using the DAVID (Database for Annotation, Visualization and Integrated Discovery) database were performed for the genes within these modules.

### 2.12 Statistical analysis

Statistical analysis was conducted using GraphPad Prism 7 software (GraphPad Software Inc., San Diego, CA, United States). Data comparison between two groups was performed using an unpaired t-test. For normally distributed data, a one-way analysis of variance (ANOVA) followed by Fisher’s LSD multiple comparisons was used for normally distributed data. The Brown-Forsythe and Welch ANOVA tests were employed for data with normal distribution but non-homogeneous variance. The nonparametric Kruskal-Wallis rank ANOVA with post-hoc Dunn’s test was used for non-normally distributed data. Results are presented as the mean ± standard error of the mean (SEM) or standard deviation (SD) as specified. A two-tailed *p*-value of less than 0.05 was considered statistically significant.

## 3 Results

### 3.1 TGF-β1 treatment (10 ng/mL, 24 h) significantly increased the neuronal viability and maintenance Ca^2+^ homeostasis of trauma-injured cortical neurons

Our previous experiments have demonstrated the dose-dependent effect of TGF-β1 on neuronal protection. Treatment with TGF-β1 at a concentration of 10 ng/mL significantly increased neuronal activity and inhibited neuronal apoptosis induced by mechanical injury. However, higher doses of treatment may have a detrimental effect. In this study, we aim to investigate the protective mechanism of TGF-β1 (10 ng/mL) against mechanically damaged cortical neurons, as depicted in Figure 1. To assess neuronal activity, we initially measured LDH discharge in the cellular solution supernatants. As shown in Figure 2A, there was a notable increase in LDH release from the supernatant of the TBI group in contrast with the control group 24 h post-injury. However, after 24 h of treatment with TGF-β1 (10 ng/mL), there was a significant decrease in LDH elevation. These findings indicate that TGF-β1 reduces the cytotoxicity of mechanically injured cortical neurons, thereby preserving cellular activity. Maintaining an appropriate intracellular Ca^2+^ concentration is crucial for normal cortical neuronal function. To quantify alterations intracellular Ca^2+^ concentration after mechanical injury, we employed Fluo-4 AM labeling, observed the neurons using laser confocal fluorescence microscopy, and conducted statistical analysis of fluorescence densities. The data obtained are presented in Figures 2B,C, indicated that mechanically injured neurons experienced a sustained increase intracellular Ca^2+^ concentration, resulting in calcium overload. However, administration of TGF-β1 led to a considerable reduction in the rise of intracellular Ca^2+^ concentration in mechanically injured neurons. Furthermore, TGF-β1 effectively inhibited the continuous rise in intracellular Ca^2+^ concentration caused by mechanical injury, as monitored for 60 min (Figure 2D). These findings suggested that TGF-β1 at a concentration of 10 ng/mL could preserve intracellular Ca^2+^ homeostasis in trauma- injured cortical neurons, thereby exhibiting a neuroprotective effect. The outcomes derived from the TUNEL assay underscored that trauma precipitated a considerably amplified rate of apoptosis, juxtaposed to the control group. Moreover, TGF-β1 (10 ng/mL) remarkably mitigated the rate of apoptosis invoked by trauma (Figures 2E,F).

**Figure 1:**
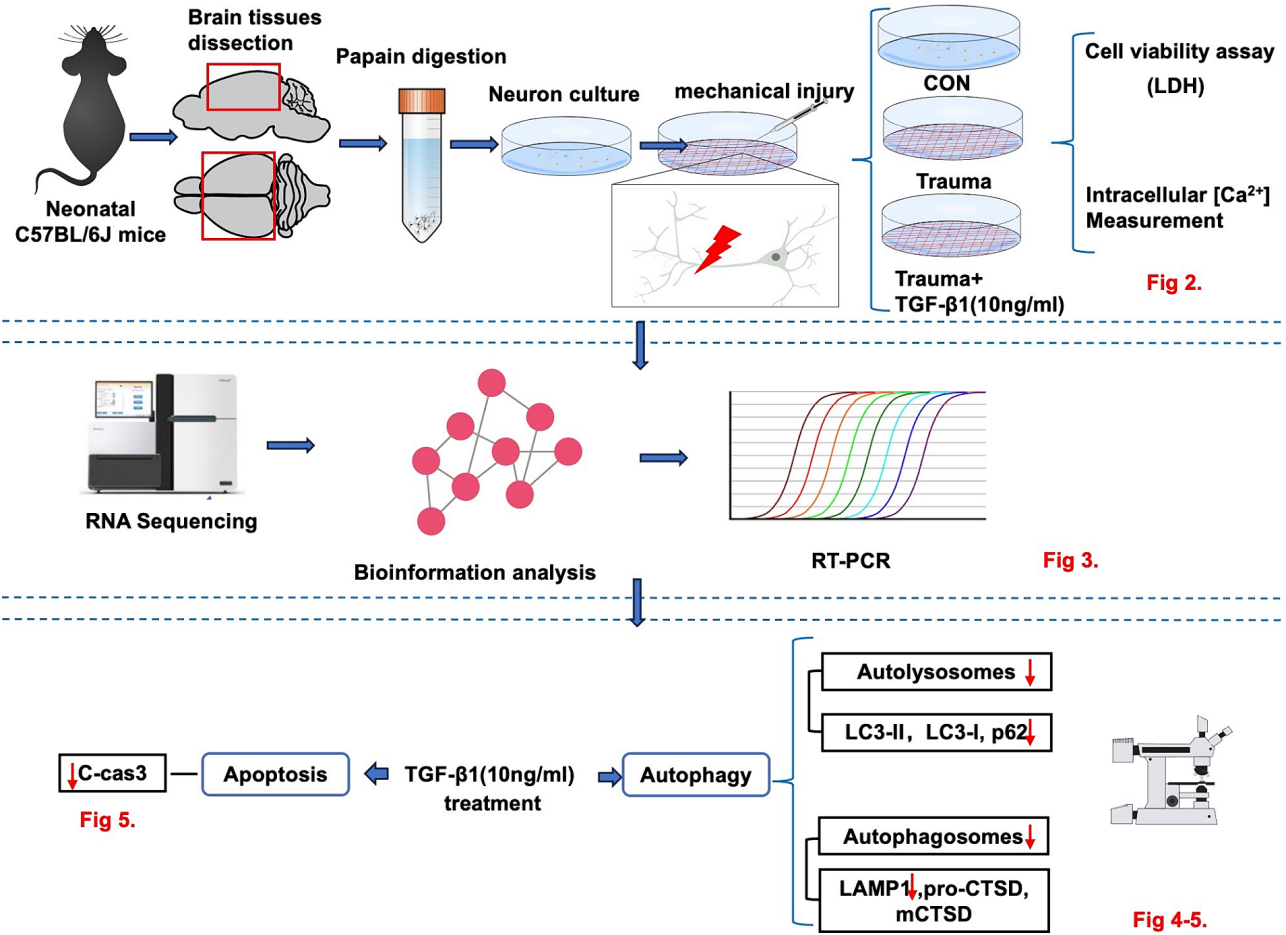
The experimental workflow illustrating the *in vitro* model to investigate the neuroprotective effect of TGF-β1 on trauma-injured cortical neurons by reducing trauma-induced autophagy and apoptosis in murine cortical neurons.

**Figure 2:**
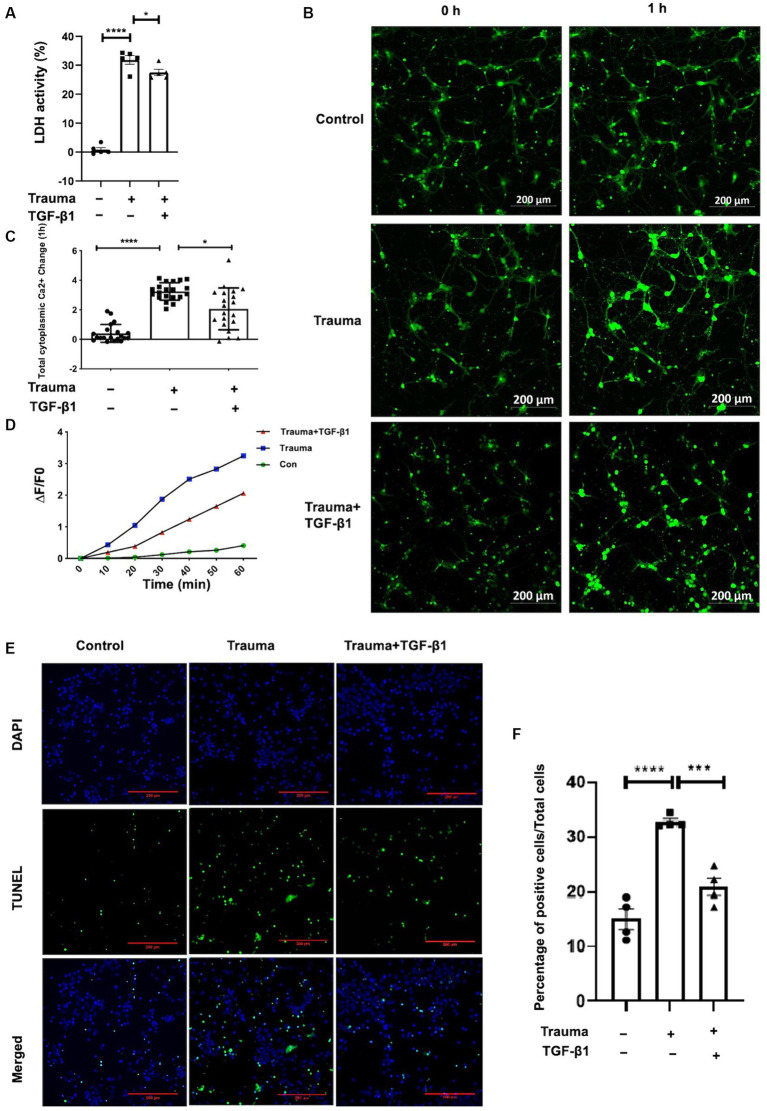
Treatment with TGF-β1 (10 ng/mL) for 24 h significantly increased neuronal viability and maintained Ca^2+^ homeostasis. **(A)** LDH release from trauma-injured cortical neurons of mice after exposure to TGF-β1 (10 ng/mL) for 24 h; **(B)** Representative images of Fluo-4 AM in cortical neurons showing intracellular Ca^2+^ concentration. Scale bar: 200 μm. **(C)** Changes in intracellular Ca^2+^ concentration in TGF-β1-treated trauma-injured neurons at 1 h. **(D)** The temporal trend of intracellular Ca^2+^ concentration in these neurons over 1 h. Each test interval was 10 min. Intracellular Ca^2+^ concentration alterations were calculated by comparing fluorescence intensity (△F) with background, using △F/F0 as an index. F0 represents the baseline fluorescence averaged from 0 s, while F indicates cell fluorescence density at different time points. △F = F-F0 represents changes in cell fluorescence density at different time points. **(E)** TUNEL assay indicating cellular apoptosis; green fluorescence (TUNEL positive cells) and blue staining of the nuclei was Hoechst. **(F)** Neuronal apoptosis with or without trauma injury and TGF-β1 (10 ng/mL) treatment (*n* = 4 for each group). Data are presented as mean ± SD, ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, ^****^p < 0.0001.

### 3.2 Alleviation of gene expression levels involved in autophagy and lysosomal pathways within trauma-injured cortical neurons by TGF-β1

To explore the mechanisms underlying the effects of TGF-β1 on trauma-injured cortical neurons, we conducted RNA-seq. 

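Neurons from the cortex of neonatal C57BL/6J mice, cultured with arabinosylcytosine to limit the growth of glial cells, were sequenced in 3 groups of 4 libraries. The Control group was not injured, the Trauma group was scratched and collected 24 h later, and the Trauma+TGF-β1 group was scratched and kept with 10 ng/mL TGF-β1 for 24 h. The authors aligned the reads with Hisat2, counted them on genes with featureCounts, and deposited FPKM values for 55901 genes in the 12 libraries together with the exon length of each gene. The methods do not name the genome build, and the gene coordinates in the file are those of GRCm38. FPKM multiplied by gene length was a whole multiple of a single step in each library for 99.996% to 100% of genes, so that the reads behind each value could be recovered. Between 15052486 and 17381671 reads per library fell on genes, with a median of 15758310 in Control, 17289738 in Trauma and 15559475 in Trauma+TGF-β1. Each Trauma+TGF-β1 library held fewer reads than each Trauma library (two-sided exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow; Benjamini-Hochberg adjusted p = 0.0857 over 15 comparisons of library measures). The paper's text names no sequencing batch or date for the libraries. For the values reported here, FPKM were rescaled between libraries by median-of-ratios factors, 0.1 was added, and the log2 values of the 15016 genes with a mean FPKM of at least 0.5 were compared with limma in one fit of the 12 libraries. As in the methods, genes with a Benjamini-Hochberg adjusted p of at most 0.05 were taken as differentially expressed at any fold change. The authors' own count test was not run here.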

We identified 2,696 differentially expressed mRNAs in trauma-injured cortical neurons, with 1,416 upregulated and 1,280 downregulated genes in the TBI group compared to the control group. Furthermore, we observed 4,114 differentially expressed mRNAs between the Trauma and the Trauma +TGF-β1 groups, with 2082 upregulated and 2,332 downregulated genes. 

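In the limma fit, 874 genes differed between the Trauma and Control groups, with 526 upregulated and 348 downregulated. Of these, 825 were protein-coding, and their median absolute log2 fold change was 0.39. For 1922 of the genes tested (12.8%), the 4 libraries of one group all lay above the 4 of the other, where chance gives 2.86%. The number changed with the threshold, since 75 of the genes had an absolute log2 fold change of at least 1 and 2919 genes had an unadjusted p of at most 0.05. The majority changed direction with a correction of each library for gene length (474 upregulated, 523 downregulated) and with one for GC content, added after the values were seen (468 upregulated, 765 downregulated). The upregulated genes with the largest change were Fos, Vgf and Cartpt. Fos (ENSMUSG00000021250, chromosome 12 of GRCm38 from 85473890 to 85477273) rose from 1.38 ± 0.261 to 14.4 ± 9.89 FPKM (mean ± SD, n = 4 in each group), a log2 fold change of 3.01 (standard error 0.52, limma adjusted p = 0.0056). Its reads ran from 42 to 59 in Control and from 221 to 975 in Trauma. Trauma libraries 1 and 2 had 5.71 and 5.99 FPKM, while libraries 3 and 4 had 23.4 and 22.5. Vgf (ENSMUSG00000037428, chromosome 5 from 137026392 to 137033351), which encodes a secreted neuropeptide precursor, rose from 3.87 ± 1.05 to 23.4 ± 1.20 FPKM (SD, n = 4), a log2 fold change of 2.61 (standard error 0.17, limma adjusted p = 7.4e-06). Cartpt (ENSMUSG00000021647, chromosome 13 from 99898489 to 99901091) rose from 0.452 ± 0.238 to 2.78 ± 1.19 FPKM (SD, n = 4), a log2 fold change of 2.44 (standard error 0.38, limma adjusted p = 0.0029), on 3 to 14 reads in Control and at least 39 in Trauma. The downregulated genes with the largest change rested on few reads. Ccl21b (ENSMUSG00000095675, chromosome 4 from 42255693 to 42256825) had 9 to 25 reads in Control and 0 to 2 in Trauma. The small RNA genes Mir5119 and Gm22571 had 1 to 4 reads in each Control library. In Trauma, Mir5119 was listed at 0 and Gm22571 had at most 1 read, so no fold change is given for them.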

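Between the Trauma+TGF-β1 and Trauma groups, 1842 of the genes tested differed in the limma fit, with 1146 downregulated and the others upregulated. Their median absolute log2 fold change was 0.29, 1722 were protein-coding, and 55 had an absolute log2 fold change of at least 1. The libraries of the pair of groups did not overlap for 3353 genes (22.3%). Fold changes in this comparison followed the GC content of the transcripts across genes (Spearman rho = −0.466 over 14699 genes, which are not independent replicates). When each library was corrected for GC content with a loess curve, a step added after the values were seen, 786 genes differed, and 665 of them were among the 1842. With quantile normalization in place of median-of-ratios factors, the majority changed direction, with 1125 genes upregulated and 927 downregulated. The genes picked by their fold change were mostly small transcripts with few reads. Gm17828 (ENSMUSG00000098893, chromosome 9 from 72292542 to 72293340) fell from 9.63 ± 1.82 to 1.97 ± 0.813 FPKM (SD, n = 4), a log2 fold change of −2.33 (standard error 0.41, limma adjusted p = 0.0084), on 107 to 156 reads in Trauma and 10 to 34 in Trauma+TGF-β1. Gm11706 (ENSMUSG00000084930, chromosome 11 from 106814670 to 106816008) had 0 to 2 reads in Trauma and 4 to 9 in Trauma+TGF-β1. Gm24366 had at most 1 read in a Trauma library and 1 to 5 in Trauma+TGF-β1. Mir153 had 1 to 6 reads in Trauma and was listed at 0 in Trauma+TGF-β1, and an assembled locus without a gene name on chromosome 17 (83214783 to 83215261) had 5 to 14 and 0 to 3 reads.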

The volcano diagram demonstrates significant differences in DEGs between the TGF-β1 treated and control groups (Figure 3A). 

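In the comparison of Trauma+TGF-β1 with Control, 2449 genes differed by limma, with 1029 upregulated and 1420 downregulated. The median absolute log2 fold change of these genes was 0.32, 134 reached an absolute log2 fold change of at least 1, and 2303 were protein-coding. In 2706 genes (18.0%) the libraries of both groups were fully apart. Quantile normalization again turned the majority, to 1134 upregulated and 918 downregulated genes. Gm17828 was also lower than in Control, with a log2 fold change of −1.93 (standard error 0.41, limma adjusted p = 0.0090) from 7.97 ± 3.36 FPKM (SD, n = 4) in Control. Gm12783 (ENSMUSG00000081161, chromosome 7 from 34176758 to 34180004) had 8 to 13 reads in Control and 0 to 7 in Trauma+TGF-β1. The other genes picked by their fold change were the short transcripts Gm24391, Snora23, Mir5620 and Gm16265, with at most 9 reads in any Trauma+TGF-β1 library and at most 5 in any Control library.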

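The first 3 principal components of the 12 libraries held 14.6%, 13% and 10.6% of the variance. On the first, the Trauma+TGF-β1 libraries lay between −31.8 and −16.9 and the Trauma libraries between 1.88 and 11.3. The first Control library lay at −12.1 there, and the other Control libraries between 25.3 and 30.0. On the second component it also lay apart from them, at 59.0 against 3.81 to 8.70. Of the genes that differed between Trauma+TGF-β1 and Trauma, 193 also differed between Trauma and Control, while 1649 did not. Counted against the comparison of Trauma+TGF-β1 with Control, 985 were shared and 857 were not. A gene past the threshold in one comparison and not in the other was not tested for a difference between the comparisons.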

The transcriptome expression patterns differed between the groups, and TGF-β1 regulated the transcript levels of genes in mechanically injured cortical neurons, including 2,376 unique differential genes (Supplementary Figure S1).To determine the functions / pathways of DEGs, GO, KEGG, as well as Gene Set Enrichment Analysis (GSEA) pathway enrichment analyses were conducted. DEGs upregulated in the trauma group were mainly associated with positive regulation of cell death, cell development regulation, and negative regulation of cell differentiation (Supplementary Figure S2). Conversely, the TGF-β1 treatment group exhibited significant enrichment in various biological processes (BPs)/pathways. 

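Among 45 tested genes of a hand-written list of apoptosis regulators, 6 were upregulated and 2 downregulated in Trauma, and those named here were named after their values were seen. Fas, the death receptor gene (ENSMUSG00000024778, chromosome 19 from 34290666 to 34327772), rose from 0.433 ± 0.100 to 1.29 ± 0.236 FPKM (SD, n = 4), a log2 fold change of 1.39 (standard error 0.21, limma adjusted p = 0.0022). Jun (ENSMUSG00000052684, chromosome 4 from 95049034 to 95052222) rose from 9.01 ± 0.377 to 18.0 ± 0.959 FPKM (SD, n = 4), a log2 fold change of 1.00 (standard error 0.055, limma adjusted p = 2.5e-06). Gadd45g had a log2 fold change of 1.05 (limma adjusted p = 0.0187), Tnfrsf1a of 0.47 (limma adjusted p = 0.0098) and the survival gene Bcl2 of 0.47 (limma adjusted p = 0.0264). Fos was the sixth gene upregulated. Atf4 fell, with a log2 fold change of −0.36 (limma adjusted p = 0.0082). The GO enrichment itself was not repeated here.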

Neuronal DEGs were primarily involved in regulating trans-synaptic signaling, modifying chemical synaptic transmission, and regulating dendrite development within BPs. 

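The synaptic genes were tested as one list of 51 genes from the families of glutamate receptors, postsynaptic scaffolds, neurexins, neuroligins and synapsins. Lists were compared with all other tested genes by camera, the limma test for gene sets, with an assumed correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the 30 lists of a comparison. The median log2 fold change of the synaptic list between Trauma+TGF-β1 and Trauma was 0.022 (camera adjusted p = 0.816). A correction of each library for gene length moved it most and turned its direction, to −0.035 (camera adjusted p = 0.0690).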

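The list of apoptosis regulators, tested between Trauma+TGF-β1 and Trauma with camera, had a median log2 fold change of −0.11 (adjusted p = 0.0242, 45 genes), with 7 genes downregulated and 0 upregulated. Its median log2 difference from the Control mean ran from −0.00063 to 0.101 in the 4 Trauma+TGF-β1 libraries and from 0.0668 to 0.110 in the 4 Trauma libraries, so the groups overlapped. The genes downregulated were Bbc3, Endog, Bad, Htra2, Cycs, Bcl2l1 and Jun. Bbc3, which promotes apoptosis, had the largest log2 fold change, −0.57 (standard error 0.11, limma adjusted p = 0.0102). Bcl2l1, which inhibits it, had −0.23 (standard error 0.064, limma adjusted p = 0.0372). They are named here after their values were seen.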

For upregulated DEGs, changes in BP were primarily concentrated in cell migration, protein phosphorylation, phosphorylation, and negative regulation of the apoptotic process. In terms of molecular function (MF), most neuronal DEGs were associated with the structural constituent of ribosomes, with tubulin binding and ubiquitin-like protein ligase binding being the top two abundant subcategories. 

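The 77 tested genes of cytosolic ribosomal proteins had a median log2 fold change of −0.20 between Trauma+TGF-β1 and Trauma (camera adjusted p = 2.7e-12), with 33 downregulated and 0 upregulated. All 4 Trauma+TGF-β1 libraries lay below all 4 Trauma libraries in the median of the list. With the correlation between the genes estimated from the data in place of 0.01, the list no longer passed (camera adjusted p = 0.217). Ribosomal protein genes have short transcripts, with a median length of 1781 bases against 3865 for all genes tested. After the correction for gene length, the median log2 fold change of the list was −0.13 (camera adjusted p = 6.6e-07).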

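Relative to the Control mean, the median log2 difference of the 51 synaptic genes ran from −0.060 to −0.019 in the 4 Trauma libraries and from −0.039 to 0.0018 in the 4 Trauma+TGF-β1 libraries. Each Trauma+TGF-β1 library lay above the Trauma mean, but the groups overlapped. All 4 Trauma libraries lay below the Control libraries (median log2 fold change −0.048, camera adjusted p = 0.0523).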

Regarding cellular components (CC), neuronal DEGs were predominantly linked to glutamatergic synapses, postsynaptic synapses, and neuron-to-neuron synapses (Figure 3B; Supplementary Table S2). 

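Of the synaptic genes, 6 were upregulated and 7 downregulated in Trauma+TGF-β1 compared with Trauma at a limma adjusted p of at most 0.05. Their transcripts had a median length of 7648 bases, and fold changes in this comparison rose with gene length across all genes tested (Spearman rho = 0.217 over 15016 genes, which are not independent replicates). The KEGG enrichment was not repeated here.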

The KEGG of trauma-injured cortical neurons with TGF-β1 revealed that most upregulated DEGs were associated with synaptic and dendritic functions in neurons. It also enhanced the Long-term potentiation, the MAPK, apelin, Erbb signaling pathway, as well as the wnt signaling pathway (Supplementary Figure S3A). 

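Lists of genes of these pathways, written by hand from gene symbols, were compared between Trauma+TGF-β1 and Trauma. The 43 genes of long-term potentiation had a median log2 fold change of 0.081 (camera adjusted p = 0.0115), with 7 upregulated and 4 downregulated, and all 4 Trauma+TGF-β1 libraries lay above the Trauma libraries. After the correction for gene length this list no longer passed, at 0.018 (camera adjusted p = 0.584), nor did it with an estimated correlation between genes (camera adjusted p = 0.246). The 44 MAPK pathway kinases had a median log2 fold change of 0.041 (camera adjusted p = 0.464), with 4 genes up and 4 down. The 27 genes of the ErbB pathway had −0.018 (camera adjusted p = 0.305), with 5 up and 2 down. This direction turned with quantile normalization, to 0.0090, with a filter at a mean FPKM of at least 1, to 0.018, and with the GC correction, to 0.055. In fry, a limma test of the mean shift of a list, the ErbB list passed (adjusted p = 0.0189), and all 4 Trauma+TGF-β1 libraries lay above the Trauma libraries in the median of the list. The 29 Wnt pathway genes had −0.047 (camera adjusted p = 0.501), with 3 up and 3 down, and turned to 0.023 with the GC correction.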

Most inhibited neuronal DEGs were associated with Parkinson’s disease, Huntington’s disease, thermogenesis (Figure 3C; Supplementary Figure S3B; Supplementary Table S3). 

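The KEGG terms for these diseases and for thermogenesis share the nuclear genes of the respiratory chain. The 80 tested genes of oxidative phosphorylation had a median log2 fold change of −0.19 between Trauma+TGF-β1 and Trauma (camera adjusted p = 1.3e-18), with 41 downregulated and 0 upregulated. The list was lower in each of the 4 Trauma+TGF-β1 libraries than in any Trauma library. It passed under each alternative, with a camera or fry adjusted p of at most 0.0226. The 13 protein genes encoded in mitochondrial DNA moved the other way. Their median log2 fold change was 0.43, 11 were higher, and 7 were upregulated at a limma adjusted p of at most 0.05. Mitochondrial transcripts took 3.00 ± 0.253% of the reads in Trauma+TGF-β1 and 2.24 ± 0.0541% in Trauma (SD, n = 4, two-sided exact permutation test, p = 0.0286, adjusted p = 0.0857 over 15 tests of library measures). The first Control library, without injury or TGF-β1, had 2.97%, within the Trauma+TGF-β1 range of 2.69% to 3.23%. The other Control libraries had 2.13% to 2.36%. Whether GC content, which fold changes in this comparison followed, lies behind the rise of these 13 genes was not tested.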

Additionally, a GSEA of trauma-injured cortical neurons with TGF-β1 treatment indicated that alterations in cortical neurons were linked to the activation of calcium signaling pathways and apelin signaling pathways. 

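A list of 37 apelin pathway genes had a median log2 fold change of 0.047 between Trauma+TGF-β1 and Trauma (camera adjusted p = 0.0827), with 4 genes upregulated and 2 downregulated. The Trauma+TGF-β1 libraries ran from −0.00094 to 0.094 and the Trauma libraries from −0.088 to −0.018 in median log2 difference from the Control mean. The list passed with quantile normalization, at 0.107 (camera adjusted p = 0.0106), and with the GC correction, at 0.089 (camera adjusted p = 0.0121). Without either, it also passed in fry (adjusted p = 0.0241). A list of calcium signaling genes was not analysed here.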

Other pathways affected included ubiquitin-mediated protective catabolism and autophagy, glycolysis/glycogen synthesis, primary immunodeficiencies, propionate metabolism, chemokine signaling pathways, multispecies apoptosis, and acute myeloid leukemia pathways (Supplementary Figure S4).

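A list of glycolysis enzymes had 18 tested genes and a median log2 fold change of −0.18 between Trauma+TGF-β1 and Trauma (camera adjusted p = 1.1e-05), with 11 downregulated and 0 upregulated. The 4 Trauma+TGF-β1 libraries ran from −0.203 to −0.117 and the 4 Trauma libraries from −0.014 to 0.026 in median log2 difference from the Control mean. With an estimated correlation between the genes the list did not pass (camera adjusted p = 0.217). The other pathways named were not analysed here, apart from autophagy.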

**Figure 3:**
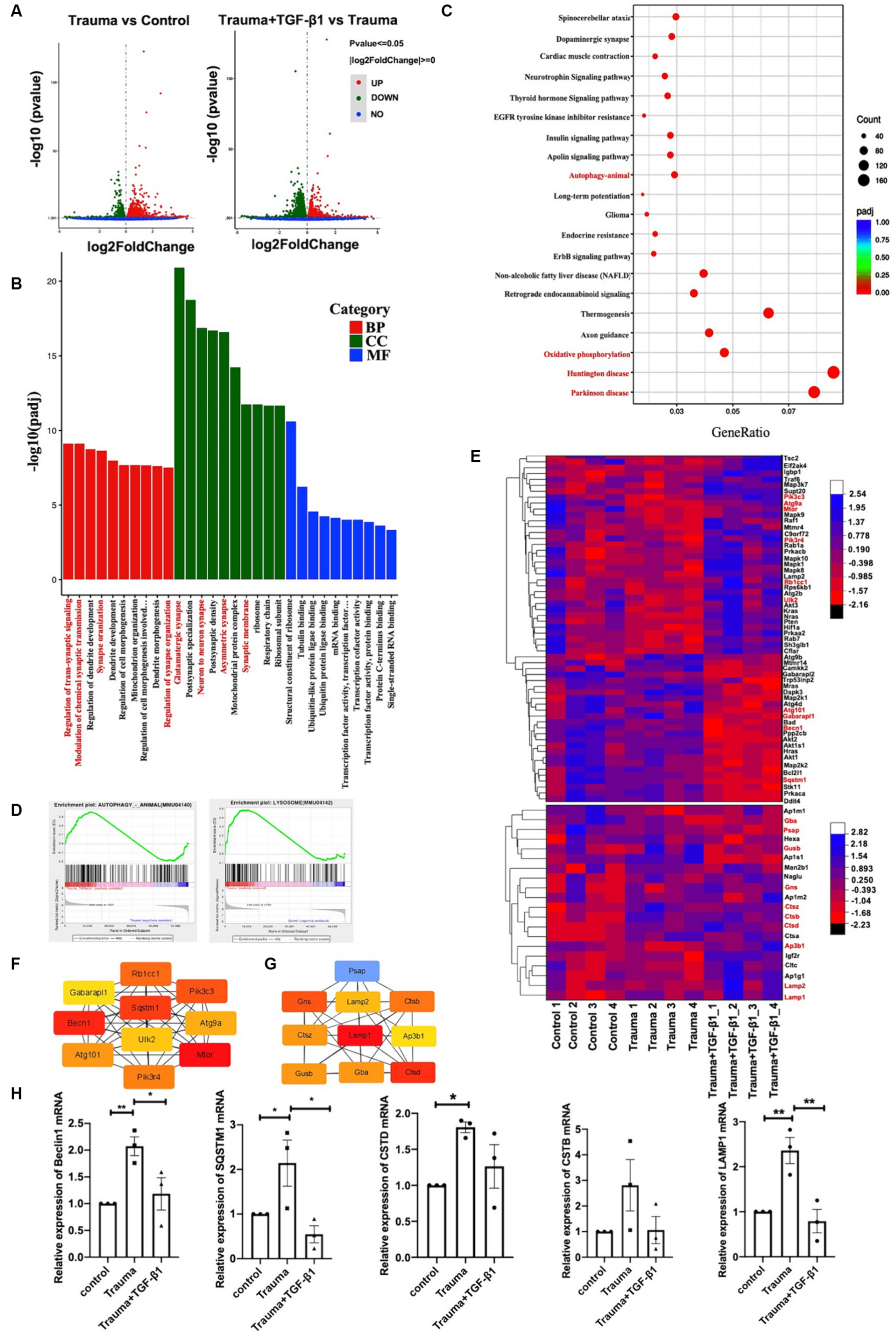
Identification of differentially expressed genes and bioinformatics analysis. **(A)** Volcano plot displaying differentially expressed genes, with upregulated genes (padj <= 0.05 and |log2(fold change [FC])| > = 0) marked in red, and downregulated genes marked in green (padj <= 0.05 and |log2(fold change [FC])| > = 0). ‘padj’ represents adjusted *p* value. **(B)** Top 10 most enriched Gene Ontology (GO) terms of Biological Process (BP), Cellular Component (CC), and Molecular Function (MF), sorted by padj value. GeneRatio represents the ratio of enriched DEGs to total DEGs. **(C)** Trauma *VS* Trauma+TGF-β1 group Top 20 significantly enriched KEGG pathways. GeneRatio represents the ratio of enriched DEGs to total DEGs. Dot size and color represent the number of DEGs enriched in the pathway and its significance, respectively. **(D)** GSEA demonstrating the enrichment of autophagy and lysosomal pathways among differentially expressed genes (DEGs) in the TGF-β1-treated group. **(E)** Autophagy and lysosomal Pathway DEG Enrichment Heat Map showing expression values for the six libraries as normalized FPKM values in the TGF-β1-treated group. Red denotes upregulated DEGs, while blue represents downregulated DEGs. **(F)** Top 10 hub genes of the autophagy pathway within the network ranked using the degree method through cytoHubba in the TGF-β1-treated group. **(G)** Top 10 hub genes of the lysosomal pathway within the network ranked using the degree method through cytoHubba in the TGF-β1-treated group. **(H)** Verification of RNA-seq results using RT-qPCR, ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, ^****^p < 0.0001. Statistical comparisons were performed using one-way ANOVA. Data are presented as mean ± SEM.

Through Transcriptional Regulatory Relationships Unraveled by Sentence-based Text mining (TRRUST) database analysis, several transcription factors (TF) were identified among the 4,114 DEGs after TGF-β1 treatment. 

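Smad3 (ENSMUSG00000032402, chromosome 9 from 63646767 to 63757994) had 3.67 ± 0.329 FPKM in Trauma and 3.47 ± 0.0708 in Trauma+TGF-β1 (SD, n = 4), a log2 fold change of −0.071 (standard error 0.094, limma adjusted p = 0.672) that turned to 0.017 with the GC correction. Hif1a (ENSMUSG00000021109, chromosome 12 from 73901375 to 73947530) rose from 21.0 ± 0.419 to 25.2 ± 1.58 FPKM (SD, n = 4), a log2 fold change of 0.26 (standard error 0.048, limma adjusted p = 0.0089), and did not pass after the GC correction (adjusted p = 0.0998). Ccn2 (ENSMUSG00000019997, chromosome 10 from 24595442 to 24598683), a target of both factors in Fig. S5C, rose from 3.53 ± 0.0936 to 10.8 ± 0.221 FPKM (SD, n = 4), a log2 fold change of 1.59 (standard error 0.072, limma adjusted p = 3.4e-07). Among the other targets of Hif1a, Hey1 had a log2 fold change of 0.34 (standard error 0.077, limma adjusted p = 0.0180) and Pfkfb3 of 0.28 (standard error 0.044, limma adjusted p = 0.0052). Among those of Smad3, Fn1 rose by 0.75 (standard error 0.086, limma adjusted p = 0.0017), Acta2 by 0.64 (standard error 0.14, limma adjusted p = 0.0173) and Angptl2 by 0.93 (standard error 0.26, limma adjusted p = 0.0359) on the log2 scale. These target lists hold genes that the paper called in the same libraries, so their direction is not independent of the calls.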

TFs Smad3 and Hifla were predicted to be significant among the upregulated differential genes in the transcriptome of mechanically injured neurons treated with TGF-β1. Furthermore, the TF SP1 was predicted to be significant among the downregulated DEGs (Supplementary Figure S5). 

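Sp1 itself (ENSMUSG00000001280, chromosome 15 from 102406143 to 102436404) had 2.84 ± 0.292 FPKM in Trauma and 3.03 ± 0.160 in Trauma+TGF-β1 (SD, n = 4), a log2 fold change of 0.097 (standard error 0.086, limma adjusted p = 0.499). Of the 17 targets in Fig. S5C, 15 were downregulated by limma, and Lgals1 (adjusted p = 0.112) and Prdx5 (adjusted p = 0.0510) were not. Ccnd1 (ENSMUSG00000070348, chromosome 7 from 144929931 to 144939925) fell from 8.11 ± 0.783 to 4.83 ± 0.274 FPKM (SD, n = 4), a log2 fold change of −0.73 (standard error 0.10, limma adjusted p = 0.0039). Apoe (ENSMUSG00000002985, chromosome 7 from 19696109 to 19699188) fell from 436 ± 33.5 to 289 ± 14.2 FPKM (SD, n = 4), a log2 fold change of −0.59 (standard error 0.12, limma adjusted p = 0.0138). Prdx6 had a log2 fold change of −0.53 (limma adjusted p = 0.0014), Nrgn of −0.43 (limma adjusted p = 0.0105) and Slc25a4 of −0.40 (limma adjusted p = 0.0079). The remaining downregulated targets were Bsg, Cdk5r2, Cirbp, Cox4i1, Hmga1, Lor, Src, Thra, Esrra and Cend1, with log2 fold changes from −0.63 for Lor to −0.17 for Bsg. The first 8 of these lost their limma call after the GC correction, and the transcripts of the list had a median GC content of 57.4% against 50.5% for all genes tested.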

The identified pathways and processes indicate a close relationship between the DEGs and synaptic plasticity. Maintaining protein biosynthesis and degradation balance is crucial for synapses to maintain homeostasis and synaptic plasticity (Bingol and Sheng, 2011). Disruptions in proteostasis can result in functional and ultra-structures deterioration (Douglas and Dillin, 2010). Autophagy plays a critical role in maintaining synaptic homeostasis by turning over synaptic proteins (Hara et al., 2006; Komatsu et al., 2007). 

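The lysosome genes were taken from Table S5, of which 115 passed the filter, and the autophagy genes from a list of 52 tested genes of the autophagy machinery that was not chosen on these data. The paper presents Table S5 as genes that differ between Trauma and Control in these libraries, so the test of that list cannot be taken as independent of the choice of its genes. How these genes were chosen is unclear, since the printed log2 fold change is under 0.1 in absolute value for 61 of the 150. Between Trauma and Control, the lysosome list had a median log2 fold change of 0.048 (camera adjusted p = 0.0279), with 9 genes upregulated and 3 downregulated. After the length correction its camera adjusted p was 0.0797, and after the GC correction 0.122. Between Trauma+TGF-β1 and Trauma, its median log2 fold change was 0.015 (camera adjusted p = 0.588), with 5 genes upregulated and 8 downregulated. The autophagy list had a median log2 fold change of 0.0045 between Trauma and Control (camera adjusted p = 0.628), with 0 genes upregulated and 1 downregulated. This value turned to −0.0050 with the FPKM as deposited, to −0.0016 with all genes above 0, to −0.019 with the length correction and to −0.040 with the GC correction. The median of all tested genes moved too, from −0.0025 to −0.0118 with the FPKM as deposited and −0.0281 with the length correction. The autophagy list stayed above that median in both, so these turns go with the scaling of all genes. Between Trauma+TGF-β1 and Trauma, the autophagy list had 0.034 (camera adjusted p = 0.499), with 3 genes upregulated and 5 downregulated, and −0.0016 with the length correction.

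**Figure D1:**
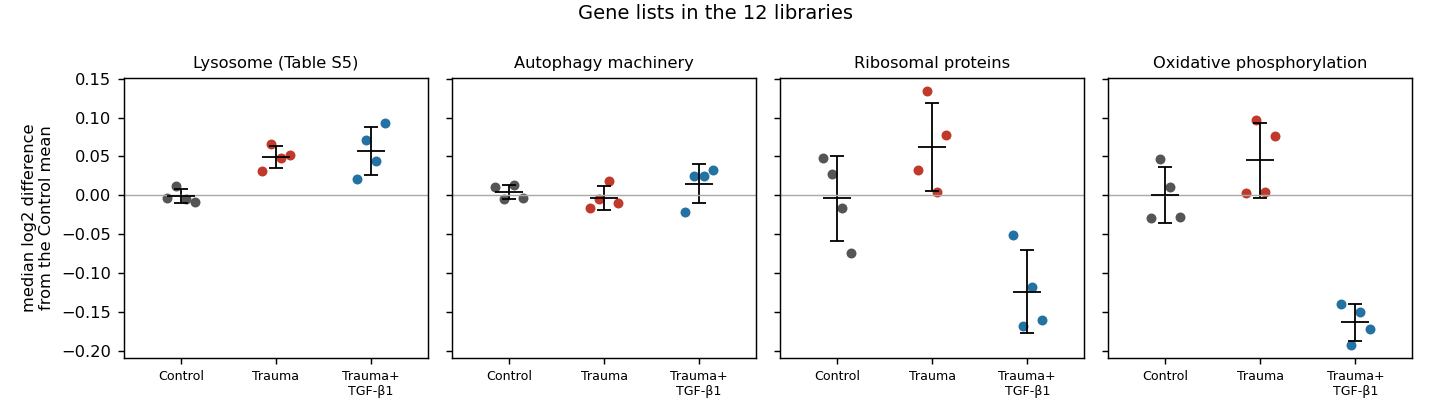
Median log2 difference from the Control mean (y axis) of 4 gene lists in the 4 libraries of each group (x axis), with points for libraries and bars for mean ± SD. The lysosome list lies at 0.0316 to 0.0663 in Trauma and 0.0209 to 0.0926 in Trauma+TGF-β1, the autophagy list at −0.0167 to 0.0179 and −0.0215 to 0.0322, the ribosomal protein list at 0.0043 to 0.134 and −0.167 to −0.051, and the oxidative phosphorylation list at 0.0027 to 0.0963 and −0.192 to −0.139.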

Our transcriptome analysis revealed that TGF-β1 suppressed the upregulated autophagy pathway and lysosome-related gene expression in mechanically injured cortical neurons (Figure 3D). Thus, TGF-β1 may exert neuroprotective effects by regulating the autophagy pathway in mechanically injured cortical neurons, helping to maintain synaptic homeostasis.

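Across the 15016 genes, the log2 fold changes of Trauma+TGF-β1 against Trauma and of Trauma against Control had a Pearson r of −0.387. Its jackknife standard error, from leaving out each of the 12 libraries in turn, was 0.149. The genes are not independent replicates. Of the 874 genes that differed between Trauma and Control, 613 (70.1%) changed in the opposite direction under TGF-β1. Of the 193 that differed in both comparisons, 154 changed in opposite directions and 39 in the same direction. Both comparisons use the same Trauma libraries, which alone makes the correlation negative. With different Trauma libraries in each comparison, the mean r over the 6 ways to divide them was −0.038, with a range from −0.081 to 0.020. Of the 874 genes, 69.1% still changed in the opposite direction, but these genes had been chosen with all 4 Trauma libraries. From the enrichment of autophagy and lysosome pathways in Fig. 3D and the part that autophagy plays in turning over synaptic proteins, the paper proposes that TGF-β1 protects injured neurons by regulating autophagy and keeping synaptic homeostasis.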

To further investigate the role of autophagy in this process, we analyzed DEGs related to autophagy and lysosomes. 

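Table S4 holds 61 genes, and the FPKM printed for each of them match those deposited for the same gene. In the limma fit of Trauma+TGF-β1 against Trauma, 36 of the 61 had a positive and 25 a negative log2 fold change. At an adjusted p of at most 0.05 over all genes, 26 differed, with 9 up and 17 down, and 53 differed with the adjustment over the table alone. Since the table holds the paper's own calls on these libraries, the smaller family shows no stability. The log2 fold changes ran from −0.55 to 0.27. Table S5 holds 150 genes compared between Control and Trauma, and 115 of them passed the filter, 69 with a positive and 46 with a negative log2 fold change. Of these, 12 differed at a limma adjusted p of at most 0.05 over all genes, and 20 with the adjustment over the table. The log2 fold change printed in Table S5 is under 0.1 in absolute value for 61 genes.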

We identified 59 DEGs related to autophagy, with 34 upregulated and 25 downregulated genes (Figure 3E; Supplementary Table S4), as well as 150 DEGs related to lysosomes, with 83 upregulated and 67 downregulated genes (Figure 3E; Supplementary Table S5). Additionally, we performed PPI and hub gene analysis on the 59 autophagy-related genes and 150 DEGs associated with lysosomes (Supplementary Figure S6). Among the top 10 hub genes in the network, ranked by the degree method, were Gabarapl1, Pik3cs, Becn1, SQSTM1, Atg9a, Atg101, UIK2, Rbcc1, Mtor, and Pik3r4, all of which are key molecules in the autophagy pathway (Figure 3F). 

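Between Trauma+TGF-β1 and Trauma, 6 of the 10 hub genes differed, 2 upward and 4 downward, and the median log2 fold change of the 10 was 0.11 (camera adjusted p = 0.501). Pik3c3 (ENSMUSG00000033628, chromosome 18 from 30272747 to 30348126) rose from 8.90 ± 0.204 to 10.2 ± 0.391 FPKM (SD, n = 4), a log2 fold change of 0.19 (standard error 0.047, limma adjusted p = 0.0225). Atg9a (ENSMUSG00000033124, chromosome 1 from 75180860 to 75192196) rose from 13.3 ± 0.559 to 15.1 ± 0.425 FPKM (SD, n = 4), a log2 fold change of 0.18 (standard error 0.051, limma adjusted p = 0.0368). Gabarapl1 (ENSMUSG00000030161, chromosome 6 from 129533160 to 129542346) fell from 107 ± 2.60 to 95.4 ± 5.49 FPKM (SD, n = 4), a log2 fold change of −0.16 (standard error 0.041, limma adjusted p = 0.0264). Atg101 (ENSMUSG00000037204, chromosome 15 from 101284272 to 101290945) fell from 18.0 ± 1.82 to 14.5 ± 1.07 FPKM (SD, n = 4), a log2 fold change of −0.31 (standard error 0.083, limma adjusted p = 0.0344). Becn1 and Sqstm1 were the other hub genes downregulated. After the GC correction, Pik3c3 (limma adjusted p = 0.112), Gabarapl1 (0.326) and Atg101 (0.218) no longer differed. Atg9a did not pass with the replicate number as a block (limma adjusted p = 0.0526) or with the length correction (0.0584). It passed in 15 of 28 alternatives. Ulk2 (log2 fold change 0.11, limma adjusted p = 0.0860), Rb1cc1 (0.27, 0.0531), Mtor (0.12, 0.0777) and Pik3r4 (0.19, 0.137) did not pass the threshold.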

The top 10 hub genes associated with lysosomes were Psap, Lamp2, Gns, Ctsz, Gusb, LAMP1, Gba, CTSB, Ap3b1, and Ctsd (Figure 3G). 

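Of these 10 genes, Ctsz, Ctsb and Ctsd were upregulated between Trauma and Control and none was downregulated, with a median log2 fold change of 0.11 for the list (camera adjusted p = 0.0154). The paper chose these genes from those that it lists as differing in the same comparison, so this p cannot be taken as an independent test. Ctsz (ENSMUSG00000016256, chromosome 2 from 174427493 to 174439039), which encodes cathepsin Z, rose from 10.0 ± 1.65 to 13.3 ± 1.42 FPKM (SD, n = 4), a log2 fold change of 0.42 (standard error 0.11, limma adjusted p = 0.0422). It did not pass with the length correction (limma adjusted p = 0.0578) or with a fit of the 2 groups alone (0.116). Of 28 alternatives, Ctsz passed in 14, Ctsb in 9 and Ctsd in 28. Psap (ENSMUSG00000004207, chromosome 10 from 60277627 to 60302597), which encodes prosaposin, had 354 ± 16.5 FPKM in Control and 345 ± 3.75 in Trauma (SD, n = 4), a log2 fold change of −0.029 (standard error 0.034, limma adjusted p = 0.720). Lamp2 (ENSMUSG00000016534, chromosome X from 38401357 to 38456454) had 6.43 ± 0.469 and 6.31 ± 0.197 FPKM (SD, n = 4), a log2 fold change of −0.014 (standard error 0.082, limma adjusted p = 0.955). The directions of Psap and Lamp2 each turned when a single Control library was left out. Gusb had a log2 fold change of 0.18 (limma adjusted p = 0.534) and Ap3b1 of −0.086 (limma adjusted p = 0.433).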

To validate the RNA-Seq results, we selected five critical genes in the autophagy pathway (Beclin1, SQSTM/P62, LAMP1, CTSD, and CTSB) for RT-PCR verification. 

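In the RNA-seq libraries, Ctsd and Ctsb, which encode cathepsins D and B, were higher in Trauma than in Control, while Becn1 and Sqstm1 were lower in Trauma+TGF-β1 than in Trauma. Ctsd (ENSMUSG00000007891, chromosome 7 from 142375911 to 142388038) had 85.7 ± 2.94 FPKM in Control, 99.8 ± 1.80 in Trauma and 103.6 ± 6.79 in Trauma+TGF-β1 (SD, n = 4), a log2 fold change of 0.23 in Trauma (standard error 0.044, limma adjusted p = 0.0101) and a further 0.055 with TGF-β1 (limma adjusted p = 0.452). Ctsb (ENSMUSG00000021939, chromosome 14 from 63122462 to 63145923) had 73.4 ± 2.71, 79.5 ± 2.01 and 78.7 ± 1.71 FPKM (SD, n = 4), a log2 fold change of 0.12 in Trauma (standard error 0.033, limma adjusted p = 0.0463), which did not pass after the GC correction (adjusted p = 0.287). Its change with TGF-β1 was −0.011 (limma adjusted p = 0.860), turning to 0.091 with quantile normalization and 0.046 with the GC correction. Becn1 (ENSMUSG00000035086, chromosome 11 from 101285952 to 101302286) had 8.97 ± 0.607, 8.94 ± 0.279 and 7.70 ± 0.380 FPKM (SD, n = 4). Its log2 fold change was −0.21 with TGF-β1 (standard error 0.056, limma adjusted p = 0.0316; 0.1245 after the GC correction) and 0.0055 in Trauma (limma adjusted p = 0.976), where the sign turned with the FPKM as deposited, without the filter, and with the length and GC corrections. Sqstm1 (ENSMUSG00000015837, chromosome 11 from 50199366 to 50210827), which encodes p62, had 128 ± 11.2, 123 ± 2.72 and 109 ± 1.47 FPKM (SD, n = 4). Its log2 fold change was −0.18 with TGF-β1 (standard error 0.052, limma adjusted p = 0.0423; 0.169 after the GC correction) and −0.044 in Trauma (limma adjusted p = 0.717). Lamp1 (ENSMUSG00000031447, chromosome 8 from 13159161 to 13175338) had 100.8 ± 3.70, 107 ± 2.82 and 107 ± 4.63 FPKM (SD, n = 4), a log2 fold change of 0.091 in Trauma (limma adjusted p = 0.222) and 0.0098 with TGF-β1 (limma adjusted p = 0.900; −0.023 with the GC correction). For each of the 4 changes past the threshold, the groups did not overlap (two-sided exact permutation test over 70 assignments, p = 0.0286, the smallest possible; Benjamini-Hochberg adjusted p = 0.0714 over the 10 tests of the panel).

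**Figure D2:**
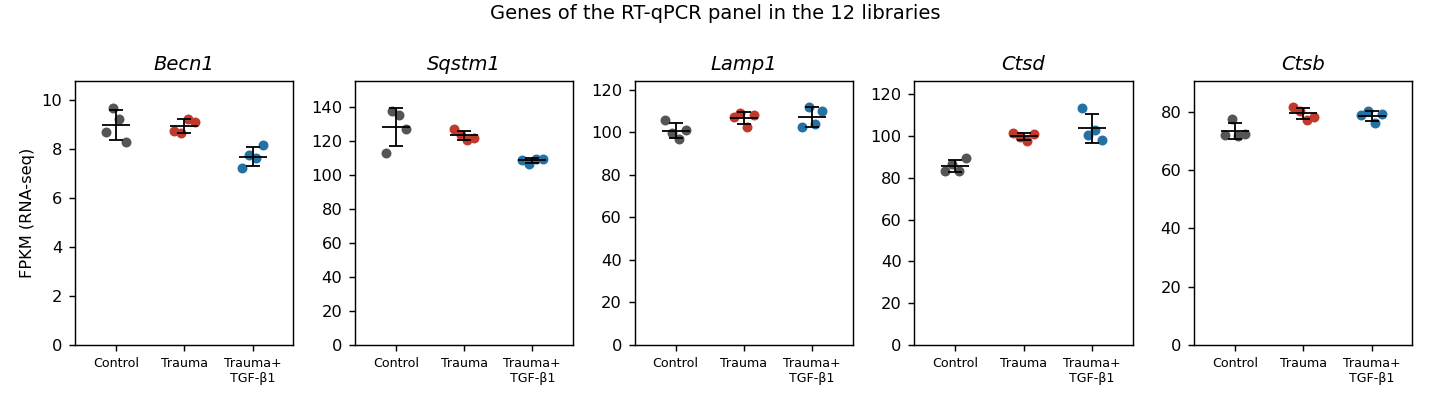
FPKM (y axis) of Becn1, Sqstm1, Lamp1, Ctsd and Ctsb in the 4 libraries of each group (x axis), with points for libraries and bars for mean ± SD. Ctsd rises from a mean of 85.7 in Control to 99.8 in Trauma, and Sqstm1 falls from 123 in Trauma to 109 in Trauma+TGF-β1.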

The RT-qPCR findings validated that the expression profiles of these five genes most corresponded to the results from RNA-Seq, providing reliability to the RNA-Seq outcomes (Figure 3H). In summary, evidence from transcriptomic and RT-PCR analyses suggests that autophagy is hindered during mechanical injury of neurons, resulting in neuronal dysfunction and neurodegeneration.

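Between Trauma and Control, none of the 10 autophagy hub genes of Fig. 3F differed at a limma adjusted p of at most 0.05. Their median log2 fold change was −0.035 (camera adjusted p = 0.313). In median log2 difference from the Control mean, the Trauma libraries ran from −0.061 to −0.018 and the Control libraries from −0.020 to 0.028, so the groups overlapped. The RT-PCR measurements themselves were not analysed here.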

### 3.3 TGF-β1 treatment reduced the count of both autophagosomes and autophagic lysosomes

In terms of understanding the mechanism of cell demise in mechanically injured cortical neurons, our analysis of transcriptomic data indicates that apoptosis and autophagy are the primary processes involved. 

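The median expression of a list of pyroptosis genes was 0.0803 FPKM in Control and 0.0912 in Trauma. For the apoptosis list it was 3.84 and 4.43 FPKM, and for the autophagy machinery 8.67 and 8.53 FPKM. Of the 20 pyroptosis genes, 4 passed the filter at a mean FPKM of at least 0.5, namely Ninj1, Il18, Gsdme and Aim2. Ninj1 had 9.07 ± 0.841 FPKM in Control and 8.38 ± 0.557 in Trauma (SD, n = 4), and Gsdme 2.09 ± 0.107 and 2.06 ± 0.147 FPKM (SD, n = 4). The gasdermin gene Gsdmd had 0.256 FPKM in Control and 0.191 in Trauma, and the inflammasome gene Nlrp3 0.0420 and 0.0352 FPKM. Casp1 had 0.214 and 0.253 FPKM.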

Gene expression levels relevant to these processes are increased, while those related to pyroptosis are minimal. Therefore, the data suggested a relatively high prevalence of genes associated with apoptosis and autophagy. 

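Between Trauma and Control, the apoptosis list had a median log2 fold change of 0.082 (camera adjusted p = 0.0043). All 4 Trauma libraries lay above the Control libraries in the median of this list, at 0.0668 to 0.110 against −0.088 to 0.055. With an estimated correlation between the genes it did not pass (camera adjusted p = 0.0685). The 4 tested pyroptosis genes had a median log2 fold change of 0.079 (camera adjusted p = 0.837), and none differed by limma. The marker genes of astrocytes were also higher in Trauma, with a median log2 fold change of 0.40 over 10 genes (camera adjusted p = 1.5e-12).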

Comparing the Trauma group’s neuron cytoplasm to the normal group, we observed a higher number of autophagosomes and autophagolysosomes by using TEM. Additionally, TGF-β1 treatment reduced the count of both autophagosomes and autophagic lysosomes with statistical significance (Figures 4B,C).

**Figure 4:**
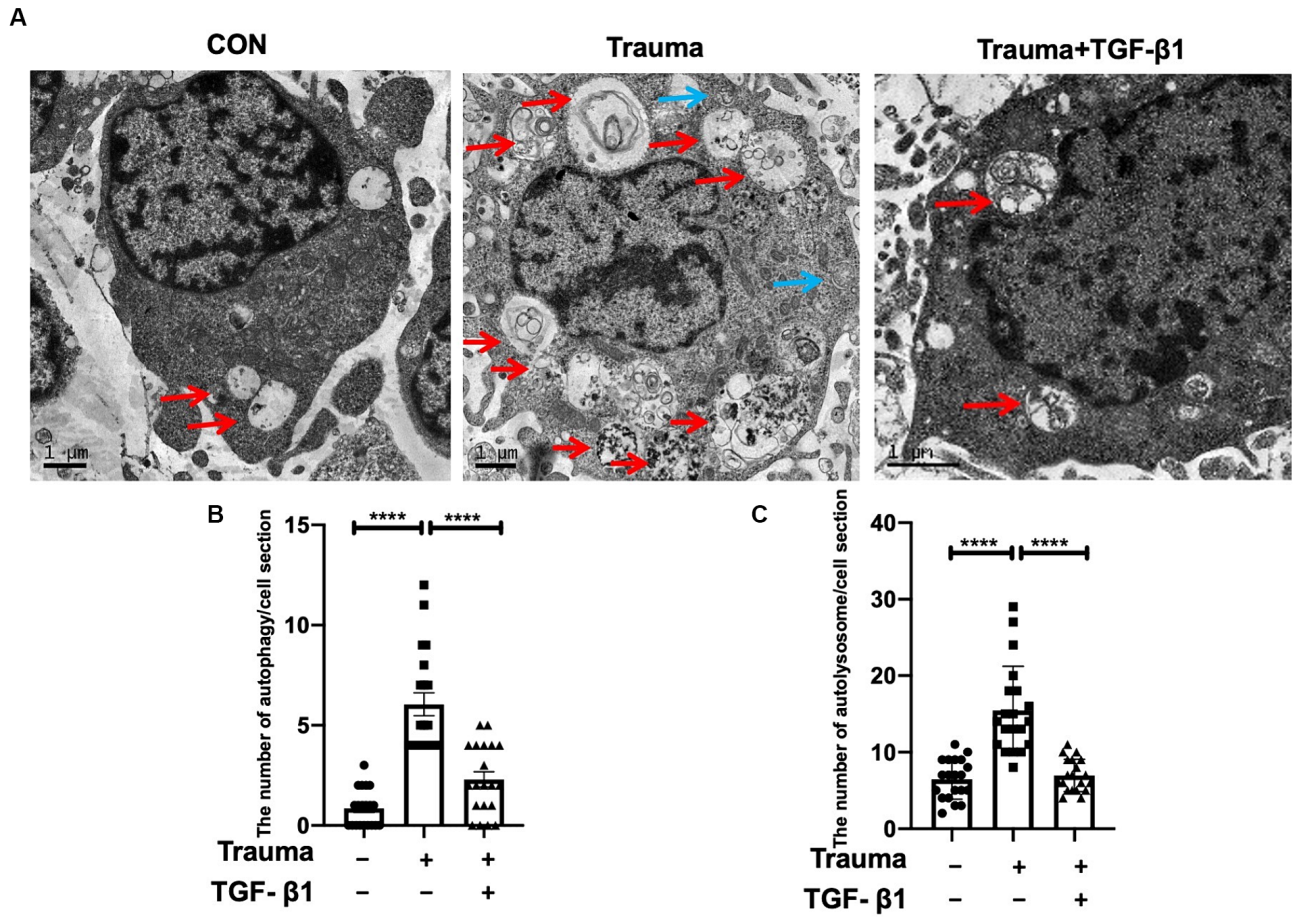
Transmission electron microscopy revealed the presence of autophagosomes and autophagolysosomes. **(A)** Representative TEM images of autophagosomes (blue) and autolysosomes (red) within neuronal cytoplasm. Scale bar: 1 μm. **(B)** Quantitative analysis of autophagosomes in the specified groups. **(C)** Quantitative analysis of autolysosomes in the specified groups. Statistical comparisons were performed using one-way ANOVA. Data are presented as mean ± SEM, ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, ^***^p < 0.0001.

### 3.4 TGF-β1 inhibits autophagy and lysosomomes in trauma-injured cortical neurons

TGF-β1 plays a protective role in trauma-injured neurons, with apoptosis and autophagy being associated with its effects. Our previous research has demonstrated the inhibitory effect of TGF-β1 on apoptosis in trauma-injured cortical neurons. In accordance with these results, we observed an increase in expression of the neuron apoptosis-related protein Cleaved-caspase3 at 24 h post-injury with statistical significance. TGF-β1 inhibits neuronal apoptosis induced by mechanical damage (Figures 5A,B). To investigate autophagy in cortical neurons following trauma, we assessed autophagy levels by evaluating the conversion of light chain 3 (LC3)-I to LC3-II as well as the protein levels of SQSTM1/p62 through western blot analysis at 24 h after injury. The ratio of LC3-II to LC3-I increased at 24 h after traumatic injury, indicating enhanced autophagy (Figures 5A,C). Additionally, the protein level of SQSTM1/p62 was significantly elevated after 24 h of trauma, suggesting disrupted autophagic flux (Figures 5A,D). We also examined the impact of TGF-β1 treatment, conversely, TGF-β1 treatment for 24 h reduced SQSTM1/ P62 expression back to control levels. To further visualize neuronal autophagy after mechanical injury, we labeled neurons using the neuronal marker MAP2 and autophagosomes using LC-3B (Figure 5E). The fluorescence intensity of LC-3B, indicating the number of autophagosomes, was significantly higher in mechanically injured cortical neurons. After 24 h of TGF-β1 treatment, LC-3B expression levels decreased, in accordance with the results obtained from western blot experiment (Figures 5E,F). As lysosomes play a crucial role in autophagy, we analyzed the protein levels of the lysosomal marker LAMP1 to assess the downstream processes of autophagy. We observed an increased level of LAMP1-expressing protein in cortical neurons 24 h after mechanical injury, suggesting lysosomal accumulation (Figures 5A,G). To summarize, our experimental findings demonstrate over-activation of autophagy in neurons 24 h following mechanical injury, accompanied by autophagy dysfunction, disrupted autophagic flux, and increased LAMP1 accumulation, TGF-β1 significantly reversed these changes.

**Figure 5:**
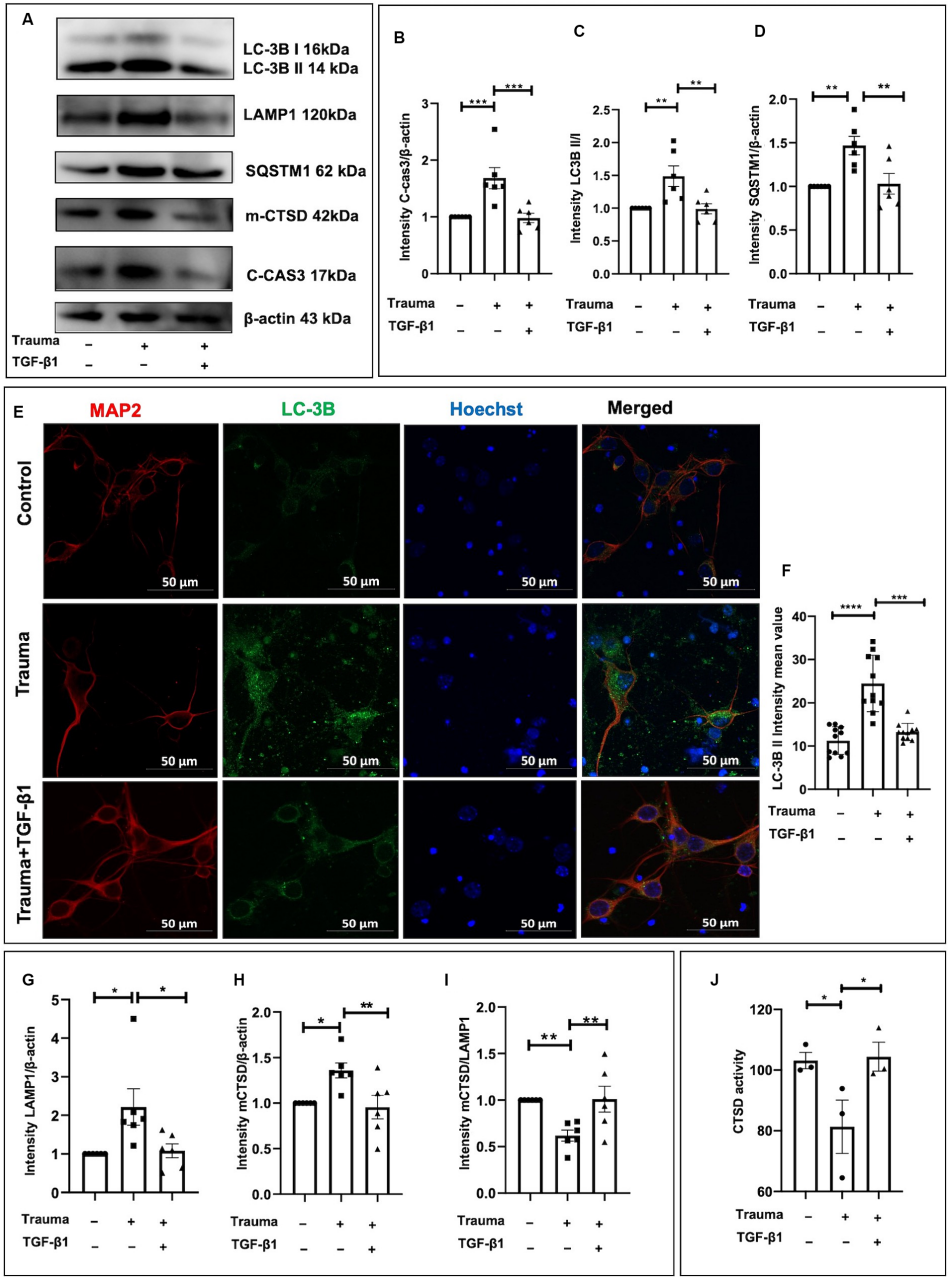
TGF-β1 alleviates the upregulation of autophagy and lysosomes induced by trauma in murine cortical neurons. **(A)** Representative western blot images showing C-cas3 expression, LC3-II to LC3-I ratio, SQSTM1, LAMP1, proCTSD, as well as mCTSD under TGF-β1 treatment conditions. **(B–D)** Statistical analysis of primary cortical neurons after 24 h of trauma injury, evaluating C-cas3, LC3-II:LC3-I ratio, SQSTM1, LAMP1, mCTSD levels with β-actin as the loading control. **(E,F)** Fluorescence microscopy to observe the intracellular expression and distribution of autophagosomes, specifically evaluating LC3B expression. **(G–I)** Statistical analysis of primary cortical neurons following 24 h of trauma injury, evaluating LAMP1, mCTSD levels with β-actin as the loading control. **(J)** Assessment of CTSD enzymatic activity in the specified groups using a Fluorometric Assay Kit. Group comparisons were conducted using one-way ANOVA, and data are presented as mean ± SEM (*n* = 6). ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, ^****^p < 0.0001.

### 3.5 Mechanically injured neuron’s lysosomal function impairment due to dysfunction of lysosomal enzymes

To investigate whether the degradation process within lysosomes was compromised in mechanically injured neurons. We assessed the expression levels of lysosomal proteases involved in the breakdown of autophagic lysosomal cargoes, including CTSB, CTSF, cathepsin L (CTSL), and CTSD. Previous studies have demonstrated that CTSD deficiency or double deficiency of CTSB and cathepsin L strongly inhibited autophagic flux (Marques et al., 2020). Initially, we analyzed the protein levels of mCTSD. Using β-actin as a loading control, we found a substantial upregulation of mCTSD relative expression compared to the control after 24 h of mechanical injury to cortical neurons. This indicates increased expression of lysosomal enzymes and enhanced lysosomal degradation capacity (Figures 5A,H). However, when normalizing mCTSD protein levels to LAMP1 expression, we observed a significantly lower expression of mCTSD/LAMP1 in the mechanical injury group than in the normal group at 24 h post-injury (Figures 5A,I). This suggested asynchronous expression of mCTSD and LAMP1 after mechanical injury, as they should align under physiological conditions. These findings indicated that despite increased expression levels of lysosomal enzymes, the lysosomal degradation process remained restricted. Mechanically damaged cortical neurons exhibited notable impairment of lysosomes, suggesting significant lysosome-associated dysfunction. To explore the underlying mechanisms contributing to lysosome-associated issues following upregulated autophagy, we analyzed the comparative enzymatic activities of CTSD and the accumulation of lysosomes under different experimental conditions. Notably, there was an increase in CTSD activity in the TGF-β1 treatment group, while the Trauma group showed a decrease compared to the controls, indicating impaired lysosomal enzyme activity leading to lysosomal dysfunction (Figure 5J). The diminished activity of obstructed lysosomal enzymes leads to lysosomal dysfunction, which can be reversed by TGF-β1 treatment. TGF-β1 (10 ng/mL) have a neuroprotective effect against traumatic brain injury by promoting autophagic flux, enhancing mCTSD activity, inhibiting apoptosis, and maintaining calcium homeostasis in mechanically injured neurons.

## 4 Discussion

TBI is a mechanical injury that immediately harms the impact site through direct trauma, resulting in focal cortical injury and diffuse axonal injury. Currently, surgical treatment is the primary approach for severe TBI in clinical practice, but progress in drug-based therapies has been limited despite their potential to prevent secondary injury-related cell death and lesion spread (Kalra et al., 2022). Improving the prognosis and quality of life for individuals with TBI is of utmost importance. Mechanically damaged neurons in TBI patients often experience a loss of biological function, leading to cognitive impairment. It is crucial to identify a medication that can prevent the death of damaged neurons while preserving their normal activity (Dai et al., 2023; Yang et al., 2024). TGF-β1, a cytokine involved in regulating various cellular pathways, has shown multiple benefits in TBI treatment by contributing to immune regulation in traumatic brain injuries. It improves the immune microenvironment and suppresses inflammatory responses, thereby preventing secondary craniocerebral harm in TBI patients (Zhao et al., 2020). Not only does TGF-β1 regulate the TBI immune microenvironment, providing anti-inflammatory effects and preventing secondary damage, but it also directly protects mechanically damaged neurons (Li et al., 2022). Therefore, TGF-β1 surpasses other treatments as the preferred option for TBI.

The objective of our study was to investigate the protective effect of TGF-β1 on mechanically injured neurons using an *in vitro* neuronal scratch cell model and explore its molecular mechanism. This cellular model, which is based on mechanical injury to primary cultured neurons, has been used in numerous studies and provides an essential tool for the treatment of TBI (Ni et al., 2019; Beltrán et al., 2023; Wang et al., 2024), that can reproduce neurological injuries such as stab wounds, penetrating skull frcatures, and gunshot that result in transection of the cell body (Morrison et al., 1998). We found that treatment with TGF-β1 (10 ng/mL) for 24 h significantly inhibited LDH release induced by mechanically injured cortical neurons and reduced cytotoxicity in our *in vitro* model, consistent with our previous findings (Li et al., 2022). Our pre-test dose–response analysis determined that a dose of 10 ng/mL of TGF-β1 is neuroprotective. Previous studies have also shown that TGF-β1 (10 ng/mL) has a protective effect in an *in vitro* cellular model (Ni et al., 2019), additionally, Xie et al., demonstrated that TGF-β1 (10 ng/mL) has an anti-inflammatory effect on microglia activation-induced sepsis (Xie et al., 2022).

Following traumatic brain injury, neurons experience an influx of calcium ions. In our simplified *in vitro* model, we demonstrated that intracellular Ca^2+^ concentration in neurons remains elevated after mechanical injury. Additionally, the addition of TGF-β1 could maintain intracellular calcium ion homeostasis in mechanically injured neurons. Neurons, which are long-lived and highly polarized cells, rely on autophagy to maintain cellular homeostasis (Stavoe and Holzbaur, 2019). Our research has shown that mechanically injured neurons trigger programmed cell death pathways and exhibit high expression levels of genes linked to autophagy, apoptosis. Thus, we concluded that TGF-β1 likely provided neuronal protection through apoptotic and autophagic death pathways. TBI is a significant health issue that can result in autophagy and apoptosis (Yang et al., 2024). TGF-β1 prevents neuronal calcium overload and significantly increases the expression of the anti-apoptotic Bcl2 protein in neurons (Prehn et al., 1993). However, there have been limited reports in the literature regarding the mechanism underlying the regulatory effect of TGF-β1 on autophagy in mechanically injured neurons.

TGF-β1 is a multifunctional cytokine that depend on both classical Smad-dependent and non-classical Smad transduction pathways. Its downstream cascades are mediated by specific environmental and cellular signals, such as TGF-β1 binds to its receptor TGFβR2, forming heteromeric complexes with two different type 1 receptors, ALK1 or ALK5, which activate distinct downstream pathways, often with opposing functions (Abe et al., 1996; Knöferle et al., 2010; Li et al., 2015). Endogenous TGF-β1 plays a crucial role in the functional recovery after brain injury by activating downstream Smad3 signalling (Wang et al., 2015). The TGF-β-Smad3 signalling pathway in neurons and astrocytes differentially regulates dendritic growth and synaptogenesis (Yu et al., 2014), and Kaiser et al. (2020) demonstrated *in vitro*-based experiments that TGF-β1 induces axon growth through ALK5/PKA/SMURF1-mediated RhoA degradation and PAR6 stabilisation. TGF-β1 can also alleviate sepsis by regulating the microglia NF-κB/ERK1/2 signalling pathway (Xie et al., 2022). Furthermore, our previous study reported that TGF-β1 upregulated C_av_1.2 channels in the p38 MAPK pathway, leading to increased cortical neuronal activity and inhibition of apoptosis in murine models of trauma-induced injury (Li et al., 2022). Additionally, TGF-β1 decreased the increase in Ca^2+^ concentration induced by KCl among mouse cortical neurons caused by LTCCs through the MEK, JNK1/2, and p38 MAPK pathways (Liu et al., 2018). In our transcriptome results, our results indicate that TGF- β 1 also regulates signaling pathways such as Apelin, wnt, P13K–akt, Erbb, Hif-1a pathways in trauma-injured neurons. In trauma-injured neurons, our results also demonstrated that TGF-β1 (10 ng/mL) had a significant impact on the transcriptome expression of damaged neurons after 24 h of treatment, primarily regulating synaptic homeostasis, autophagy, and apoptosis-related DEGs.

Autophagy is crucial in maintaining neuronal homeostasis / functions and has been widely recognized as a vital therapeutic target for safeguarding against injury-related damage (Bingol and Sheng, 2011; Khan et al., 2017; Marques et al., 2020). Treatment with TGF-β1 (10 ng/mL) for 24 h resulted in a big reduction in protein expression of LC-3BII/I, LAMP1, mCTSD, SQSTM/P62, and Cleaved-Caspase3. Moreover, it significantly upregulated the enzymatic activity of the CTSD in mechanically injured neurons. CTSD is a crucial lysosomal protease required for maintaining cellular protein homeostasis by breaking down endocytosis, phagocytosis, and autophagic cargo. Impairment of the autophagosome-lysosome mechanism occurs when there is CTSD deficiency or dysfunction under normal conditions (Marques et al., 2020). The elevated lysosomes and reduced activity of lysosomal enzymes in cortical neurons following mechanical injury for 24 h potentially contribute to impaired autophagic flux. Enhanced autophagy was observed in peripheral neurons at the injury site in TBI mice, which is consistent with the up regulation of autophagy in trauma cortical neurons *in vitro* (unpublished data). Although our constructed *in vitro* model cannot fully mimic the *in vivo* environment, it can still reflect the *in vivo* situation to some extent. In contrast, treatment with TGF-β1 for 24 h significantly improved this phenomenon. TGF-β1 inhibited apoptosis, upregulated lysosomal enzyme activity, reduced lysosomal dysfunction, and decreased the accumulation of autophagic lysosomes. It promoted complete autophagic flux, inhibited lysosomal proliferation, reduced the accumulation of autophagy and autolysosome, and enhanced autophagic flux, playing a neuroprotective role in mechanically injured neurons at 24 h. Apoptosis along with autophagy represent the primary modes of programmed cell death, with some studies suggesting that autophagy inhibited or delayed apoptosis (Zhang et al., 2018; Wu et al., 2020; Zheng et al., 2020), while others indicate that autophagy promoted apoptosis (Yang et al., 2020). Although autophagy and apoptosis are distinct cellular processes with different biochemical and morphological characteristics, the protein networks that regulate and execute them are highly interconnected. In our study, TGF-β1 exhibited co-inhibition of autophagy and apoptosis in mechanically injured cortical neurons, potentially blocking apoptosis through autophagy. We have demonstrated the protective role of TGF-β1 in mechanically injured neurons *in vitro*. Mechanically injured neurons undergo axonal damage and calcium overload, which leads to the upregulation of autophagy (Høyer-Hansen et al., 2007), in our study, injured neurons with autophagy dysfunction also upregulated the expression of C-cas3, promoting apoptotic pathways. This supports the role of impaired autophagy in mediating apoptotic neuronal death. In annulus fibrosus cells, TGF-β1 reduces oxidative stress-induced autophagy and apoptosis through the ERK signaling pathway (Ni et al., 2019). TGF-β1 may alleviate calcium overload, inhibit apoptosis, and attenuate autophagy in injured neurons through similar signalling pathways. These pathways include TGF-β-activated kinase 1 (TAK1), phosphatidylinositol 3-kinase (PI3K), MEK, JNK1/2, and p38 MAPK pathway. A clearer understanding of the downstream signalling pathways through which TGF-β1 regulates autophagy and apoptosis to exert protective effects on injured neurons may offer new clinical targets for future therapeutic intervention.

Although the mechanism of action of TGF-β1 is complex, many studies have elucidated its protective effects in TBI patients or animal models (Morganti-Kossmann et al., 1999). TGF-β1 may act as a bi-directional cytokine in various neurological diseases, depending on its concentration and distribution. It should be noted that the protective effect of TGF-β1 is not dose-dependent, and excessive doses can result in adverse effects. Further research is required to investigate the impact of TGF-β1 on drug efficacy, considering dosage, administration route, and timing, as these factors may influence its effectiveness. Additionally, the heterogeneity of population genetics and pathology levels should be considered when developing new anti-inflammatory drugs. Our study did not investigate the long-lasting protective effects of TGF-β1. Extensive further investigation is necessary to gain a better understanding of the protective function of TGF-β1-controlled autophagy and apoptosis in neurons that have suffered mechanical damage. Considering the role of TGF-β1 in modulating the immune microenvironment in TBI, reducing inflammation, and directly protecting mechanically injured neurons, utilizing TGF-β1 as a therapeutic agent for TBI holds great promise. Our study demonstrated that TGF-β1 (10 ng/mL) might have a protective effect on TBI by promoting autophagic flux, enhancing mCTSD activity, inhibiting apoptosis, and maintaining calcium homeostasis in mechanically injured neurons, further supporting the existing evidence that highlights the significance of TGF-β1 as a pharmacological intervention in the treatment of TBI.

## Data availability statement

The data presented in the study are deposited in the GEO database at the NCBI repository, accession number GSE249554.

## Ethics statement

The animal study was approved by Ethical Standards for Animal Care and Use of Research at Shantou University Medical School. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

YaL: Data curation, Formal analysis, Investigation, Methodology, Software, Validation, Visualization, Writing – original draft, Writing – review & editing. HD: Data curation, Formal analysis, Investigation, Visualization, Writing – original draft, Writing – review & editing. HZ: Data curation, Investigation, Validation, Writing – review & editing. LY: Data curation, Investigation, Writing – review & editing. SW: Data curation, Investigation, Writing – review & editing. HW: Data curation, Investigation, Writing – review & editing. JZ: Data curation, Investigation, Writing – review & editing. XL: Funding acquisition, Resources, Writing – review & editing. XC: Data curation, Writing – review & editing. YiL: Data curation, Writing – review & editing. RL: Funding acquisition, Resources, Writing – review & editing. GW: Conceptualization, Funding acquisition, Project administration, Resources, Supervision, Writing – review & editing. KL: Conceptualization, Funding acquisition, Project administration, Resources, Supervision, Writing – review & editing.

# Supplementary material for: Transforming growth factor-β1 protects mechanically injured cortical murine neurons by reducing trauma-induced autophagy and apoptosis
**Source:** Front Cell Neurosci. 2024 May 28;18:1381279. doi: 10.3389/fncel.2024.1381279
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Data

**Figure S1:** Trauma *vs* Control and Traum+TGF-β1 *vs* Trauma overlapping DEGs;

**Figure S2:** Top 20 significantly enriched KEGG pathways;

**Figure S3:** GSEA gene set enrichment analysis;

**Figure S4:** Transcription factor prediction analysis of differentially expressed genes in the transcriptome of TGF-β1-treated mechanically injured cortical neurons;

**Figure S5:** Key modules and hub gene analysis of the DEGs;

**Table S1.** The primers for RT-PCR;

**Table S2.** Trauma vs Trauma+TGF-β1 DEGs Gene Ontology Functional Clustering (Top 30);

**Table S3.** Trauma+TGF-β1 vs Trauma Differential Gene KEGG Clustering (Top 20);

**Table S4.** The list of Trauma+TGF-β1 and Trauma autophagic relate DEGs;

**Table S5.** The list of control and trauma lysosomes relate DEGs.

# Supplementary Figures and Tables

## Supplementary Figures

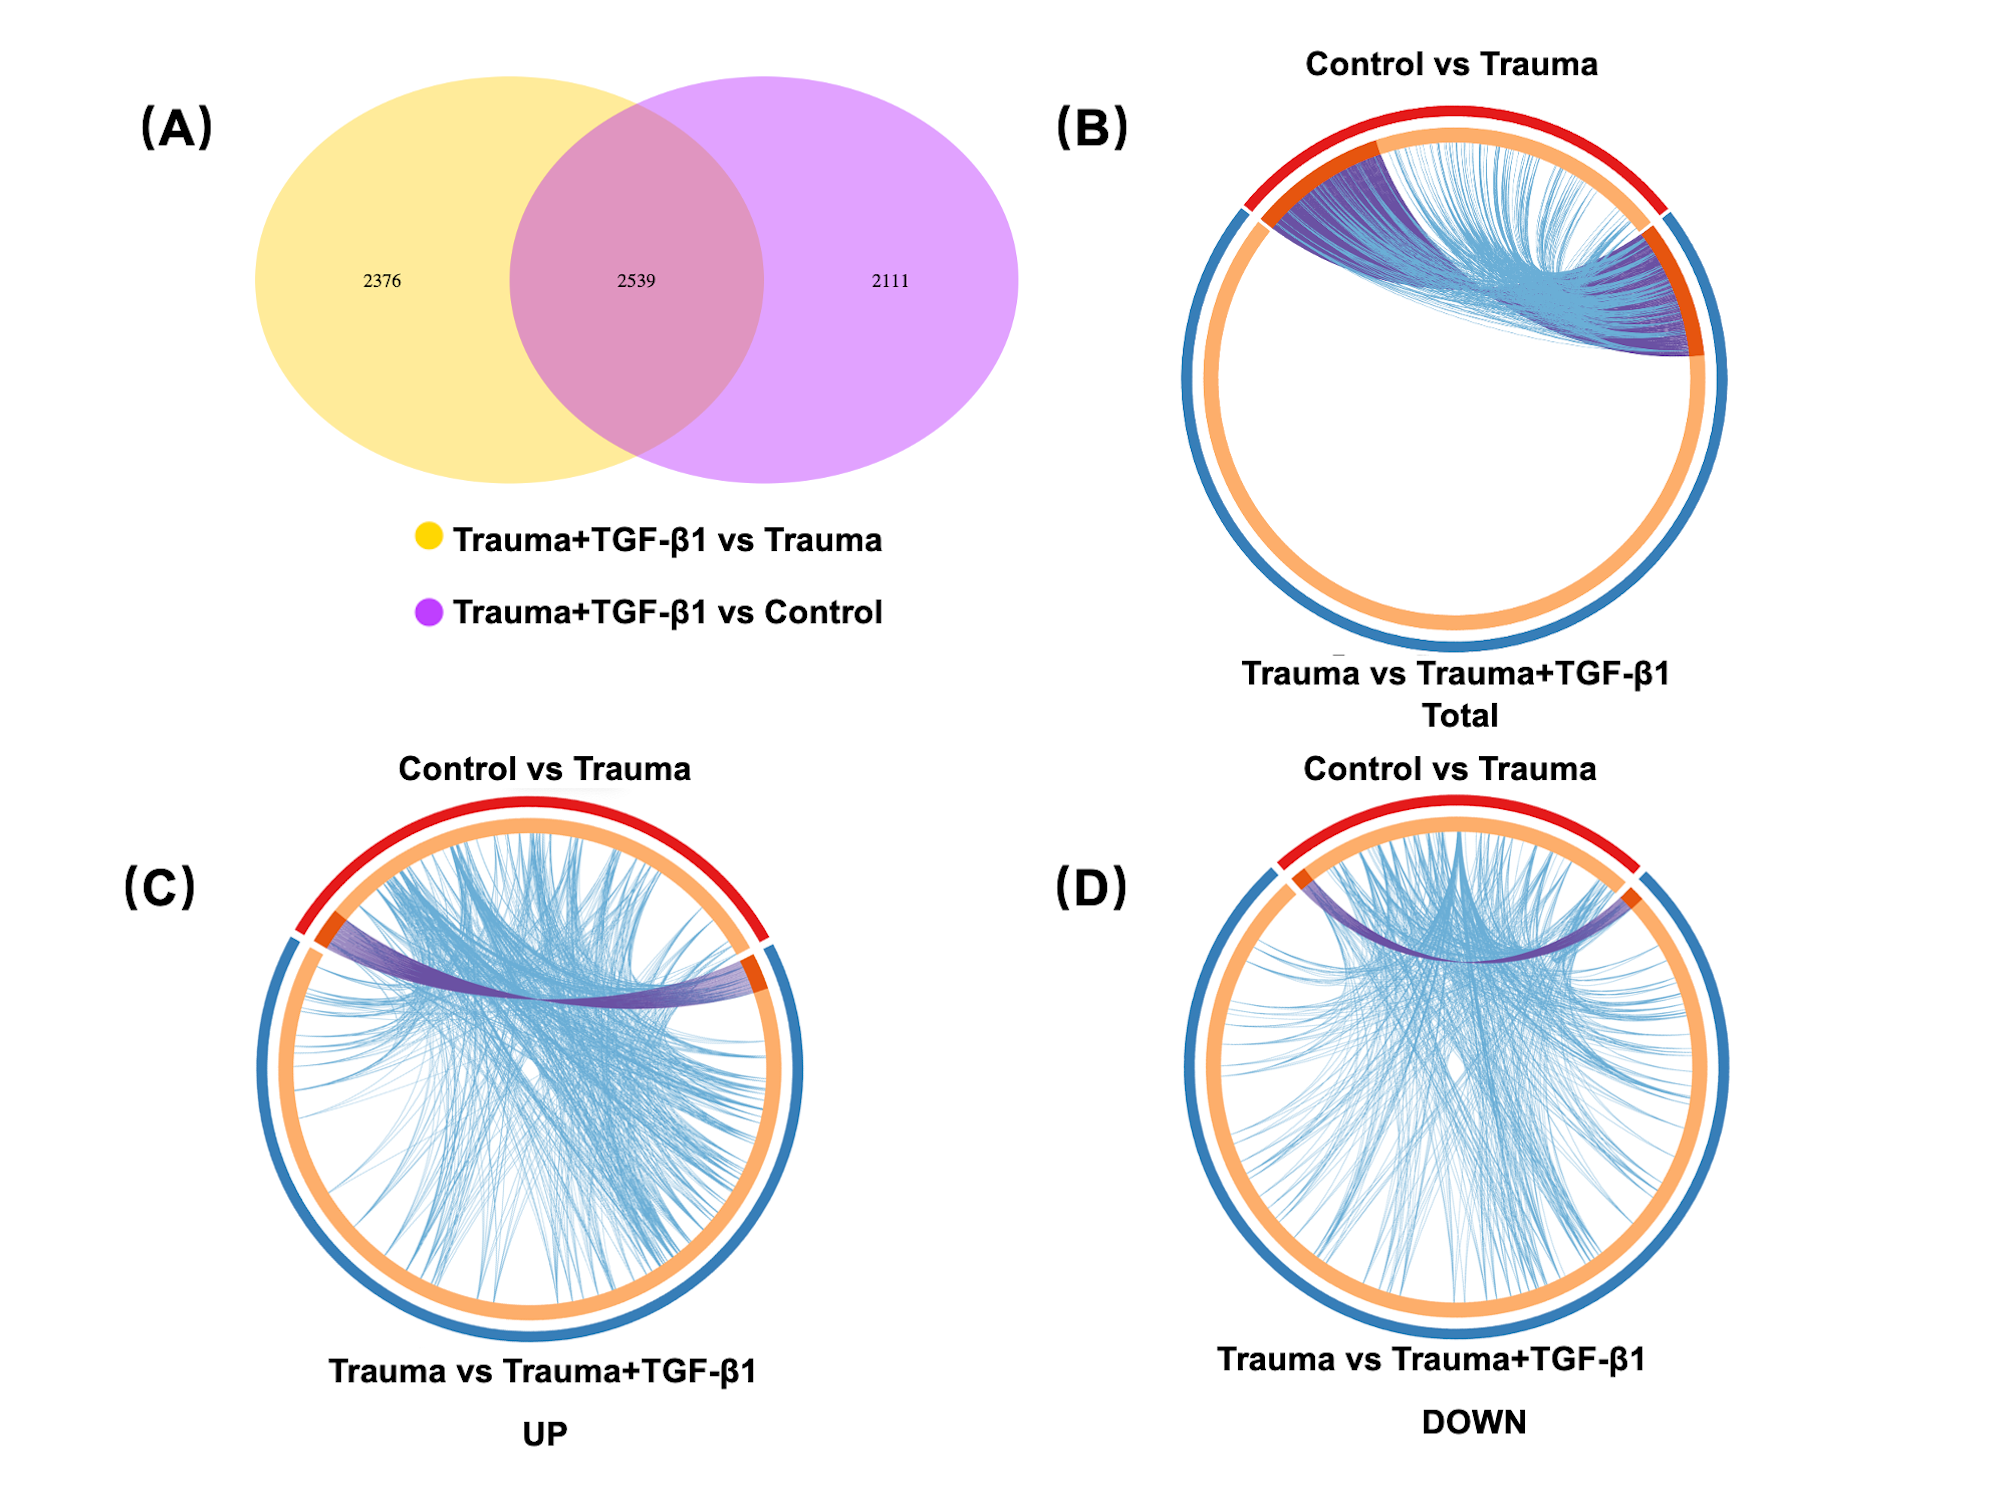

**Figure S1. Trauma** *vs* **Trauma+TGF-β1 and Trauma** *vs* **Control** **overlapping DEGs. (A)** The Venn diagram shows the number of genes differentially expressed within Trauma *vs* Control and Trauma+TGF-β1 *vs* Trauma groups. The overlapping region indicates the number of genes that are expressed in two groups. The sum of each circle is the total number of genes expressed within a group. Genes are assigned as differentially expressed at log2 (FoldChange) >=0 & *P*< =0.05, compared with the sham group. **(B-D)** The Total, up-regulate and down-regulate DEGs of Control *vs* Trauma and Trauma *vs* Trauma+TGF-β1groups Circos plot results. The Circos plot uses different colours in the outer arc to indicate significantly different sets of genes in different groups. Genes specific to the groups are represented by light orange in the inner circle, while dark orange indicates genes that overlap between groups. Purple interaction lines in the circle indicate DEGs overlap in groups, and blue interaction lines indicate the presence of functional correlation between genes in groups.

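The numbers of the diagram depend on which comparison forms the second circle, since the drawing and its legend name different ones. Against Trauma versus Control, 681 genes differed in that comparison alone, and against Trauma+TGF-β1 versus Control, 1464 did. With an unadjusted p of at most 0.05 as the threshold, 3244 genes were found in the comparison of Trauma+TGF-β1 with Trauma alone when set against Trauma versus Control, and 1857 when set against Trauma+TGF-β1 versus Control.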

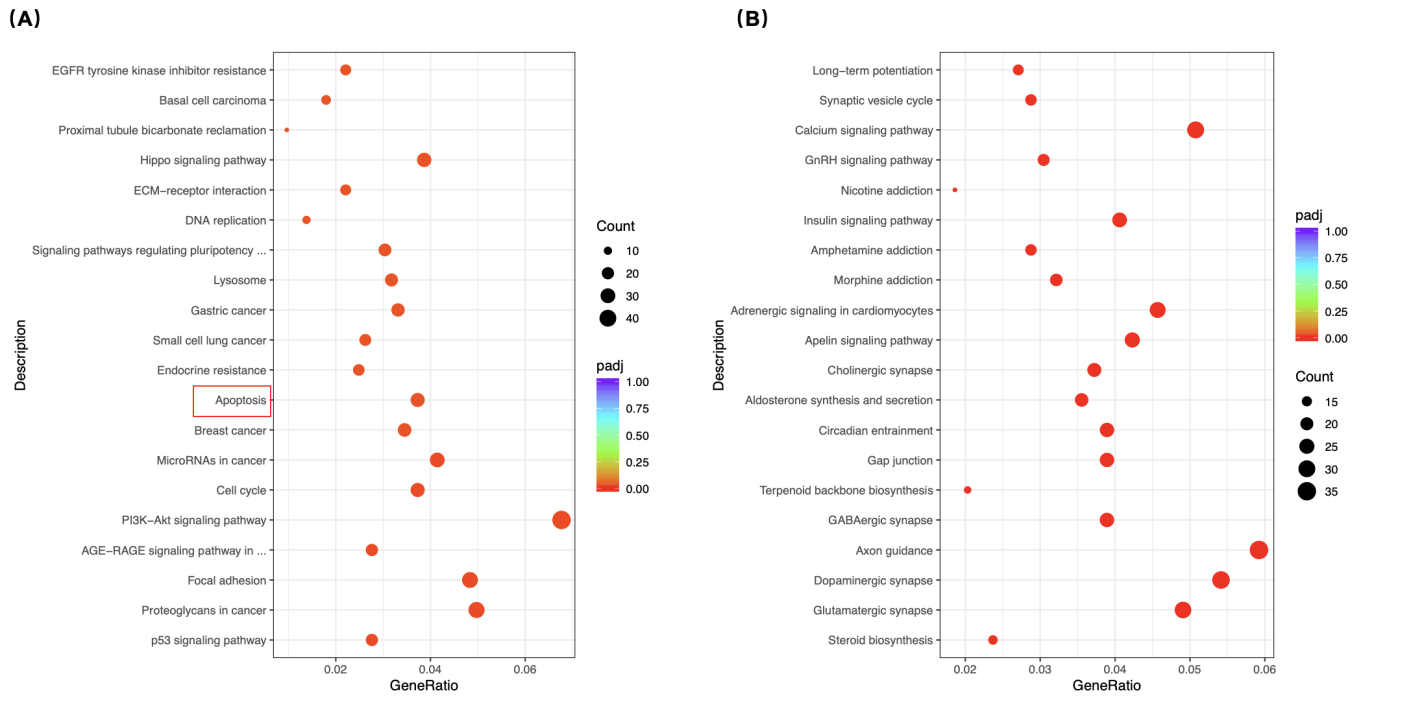

**Figure S2. Trauma VS Control group top 20 significantly enriched KEGG pathways.** Top 20 Up-regulated **(A)** and Top 20 down-regulated**(B)** significantly enriched KEGG pathways. GeneRatio represents the ratio of enriched DEGs to total DEGs. Dot size and color represent the number of DEGs enriched in the pathway and its significance, respectively.

**
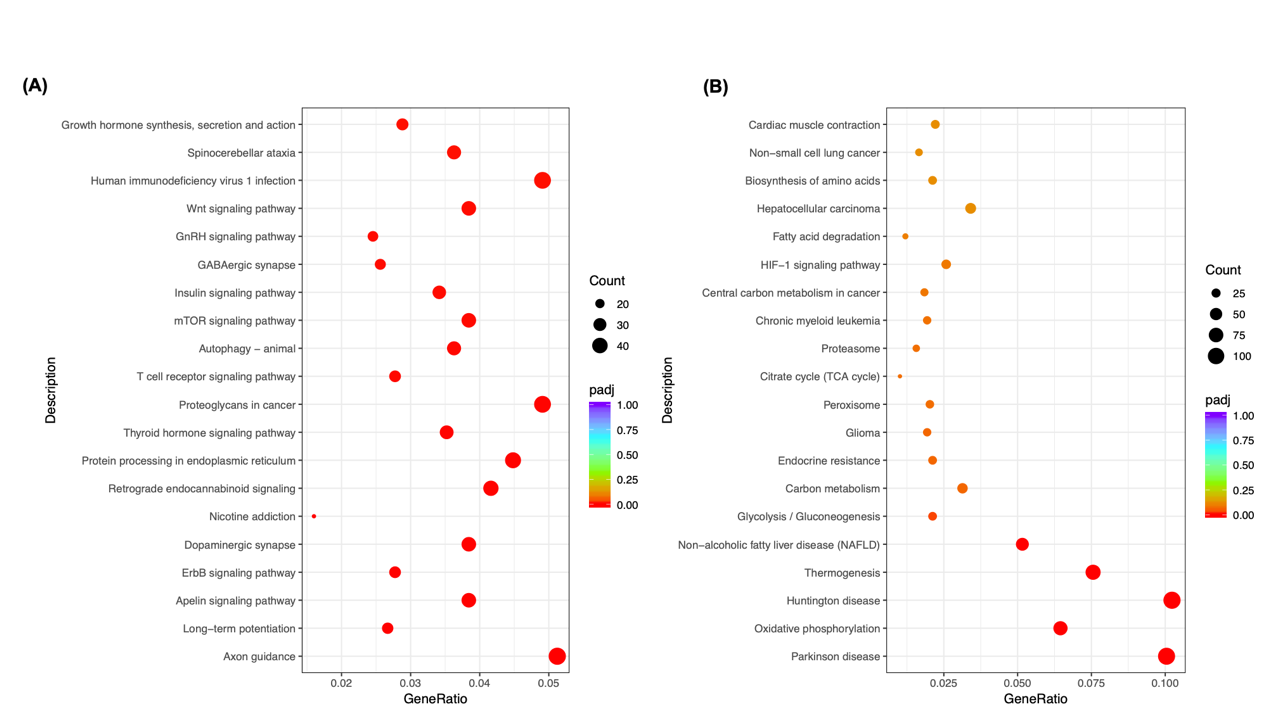
**

**Figure S3. Trauma+TGF-β1  *vs* Trauma group top 20 significantly enriched KEGG pathways.** Top 20 Up-regulated **(A)** and Top 20 down-regulated **(B)** significantly enriched KEGG pathways. GeneRatio represents the ratio of enriched DEGs to total DEGs. Dot size and color represent the number of DEGs enriched in the pathway and its significance, respectively.

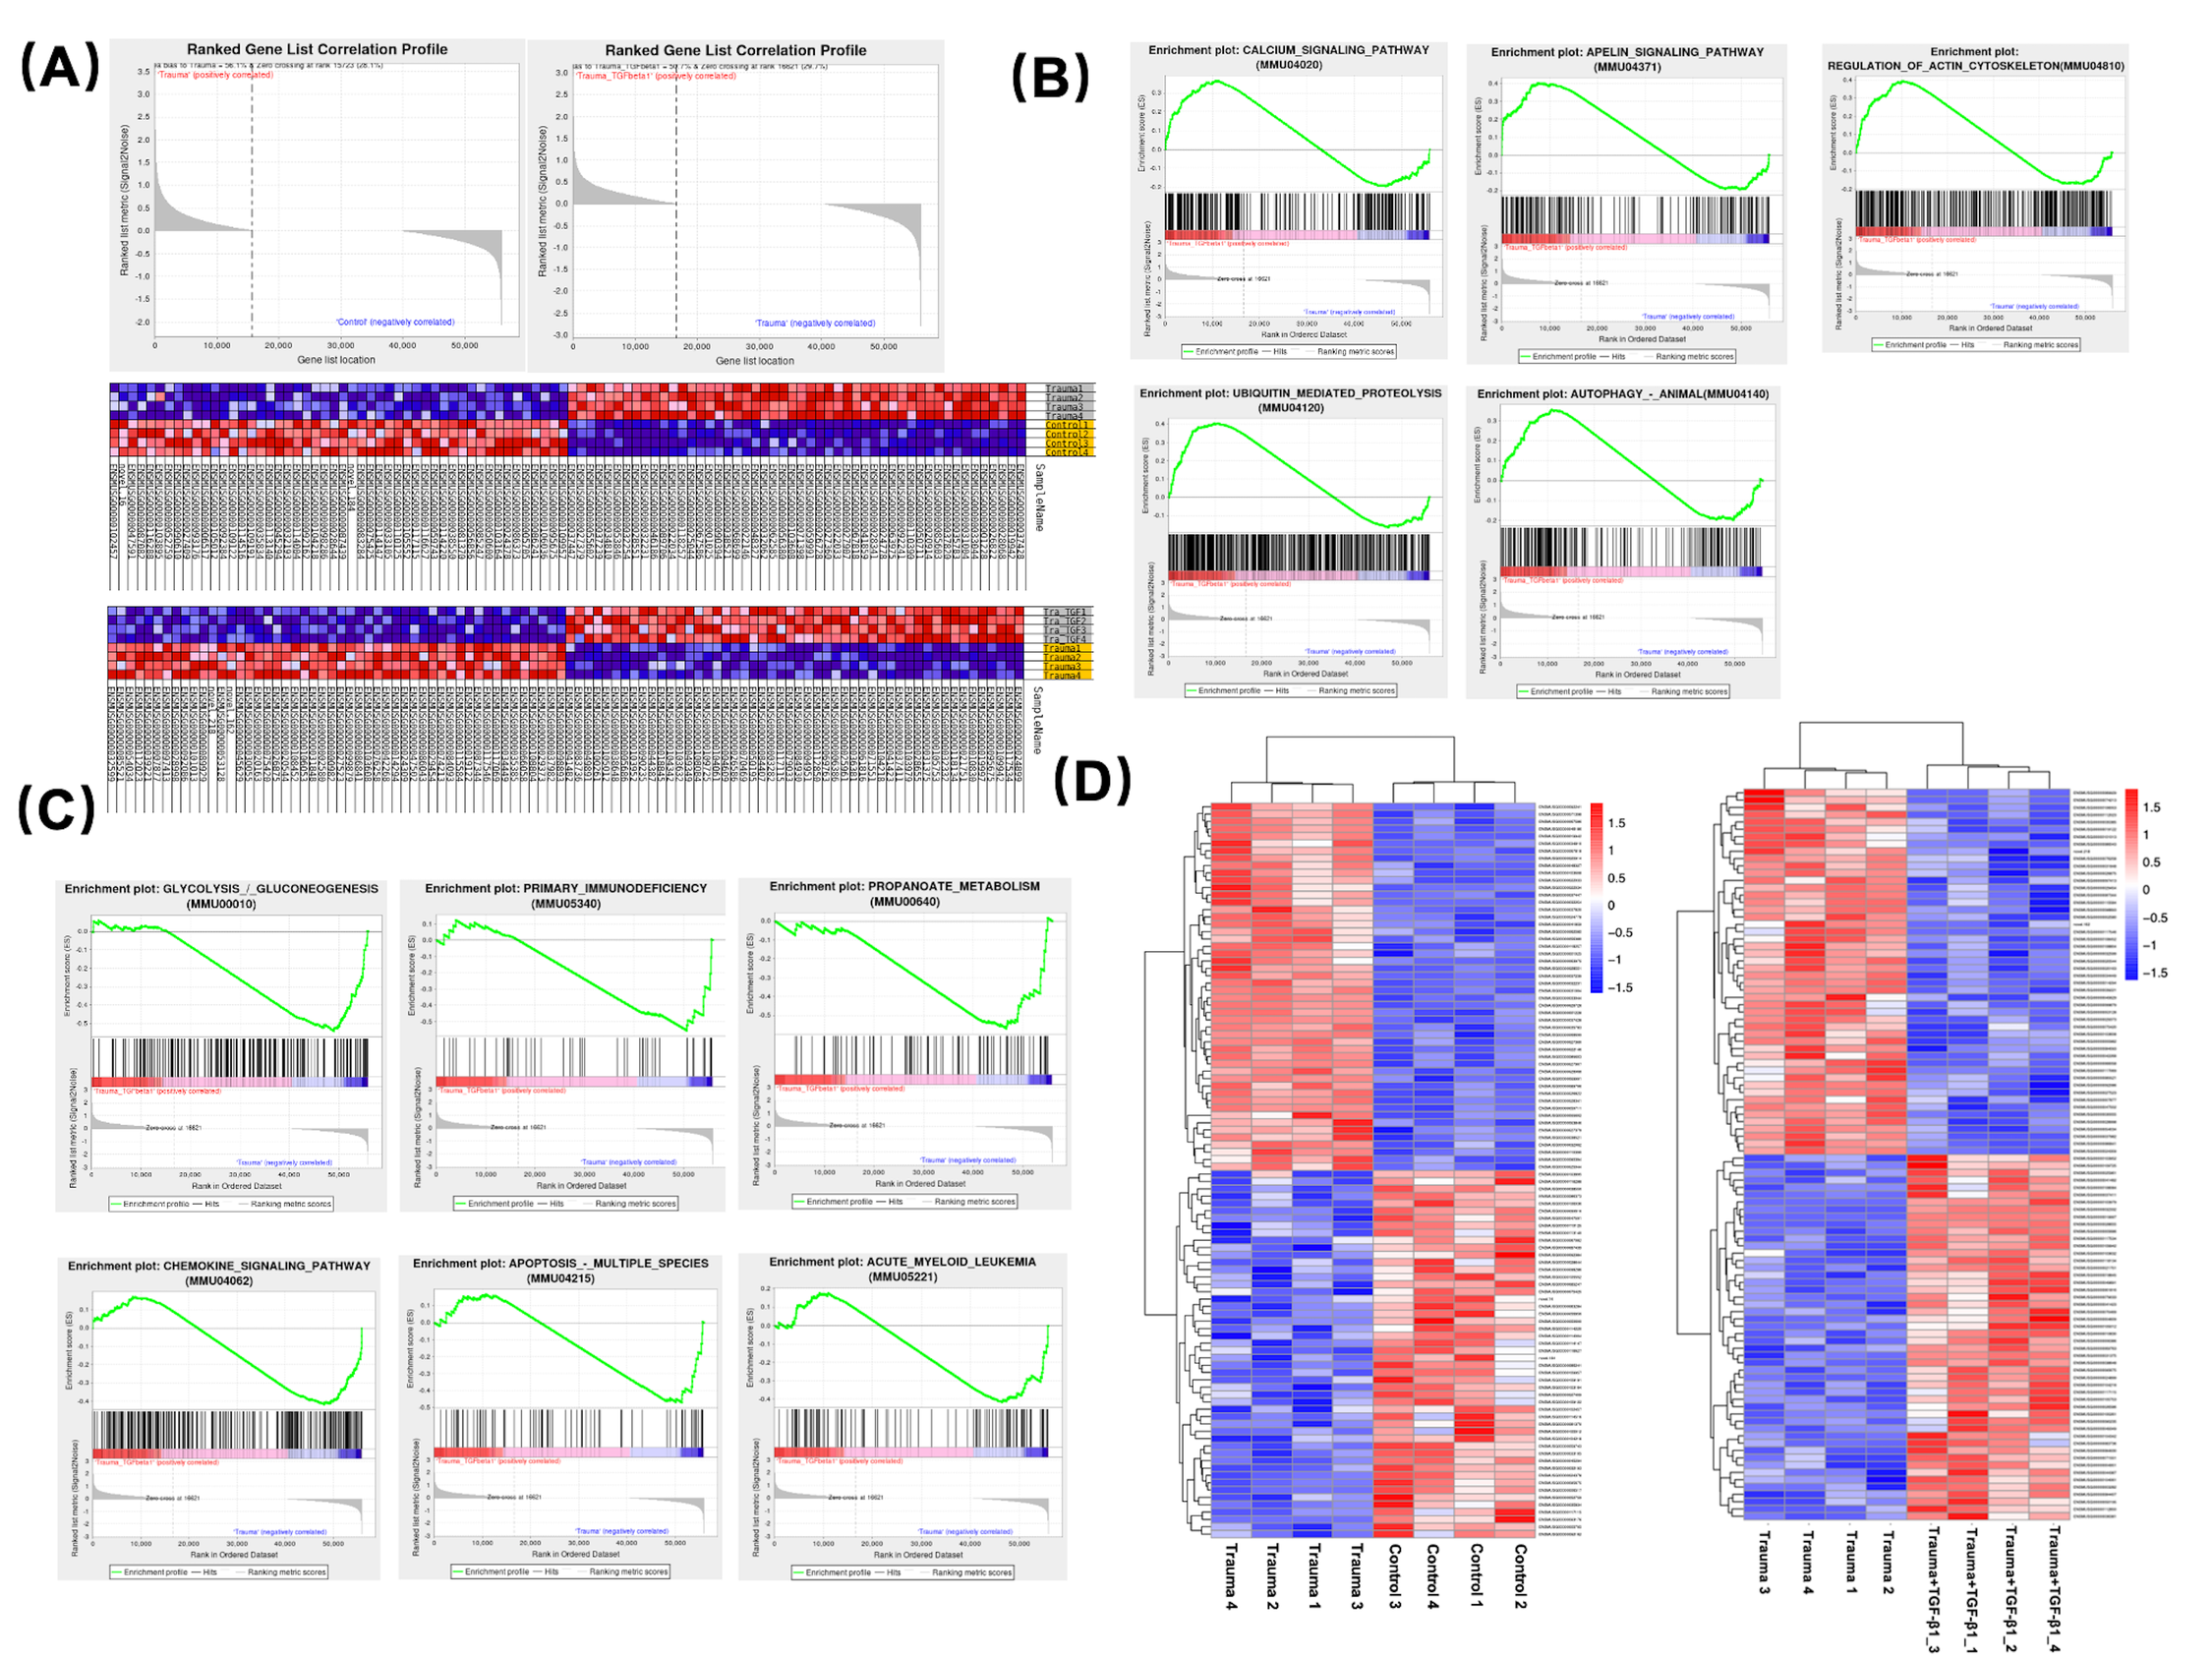

**Figure S4. GSEA gene set enrichment analysis. (A)** Differential gene-phenotype correlation analysis between the Control, Trauma, and Trauma+TGF-β1 groups. The heatmap displays the top 100 genes in different colours to indicate the strength of expression correlation, with red indicating strong correlation and blue indicating weak correlation. **(B-C)** Gene sets that were significantly up- or down-regulated after TGF-β1 treatment and had a *p*-value of <=0.05 were enriched in the KEGG signalling pathway. **(D)** The differential genes expression levels GSEA enriched in the Trauma *vs* Control and Trauma+TGF-β1 *vs* Trauma groups were analysed using a heatmap clustering analysis.

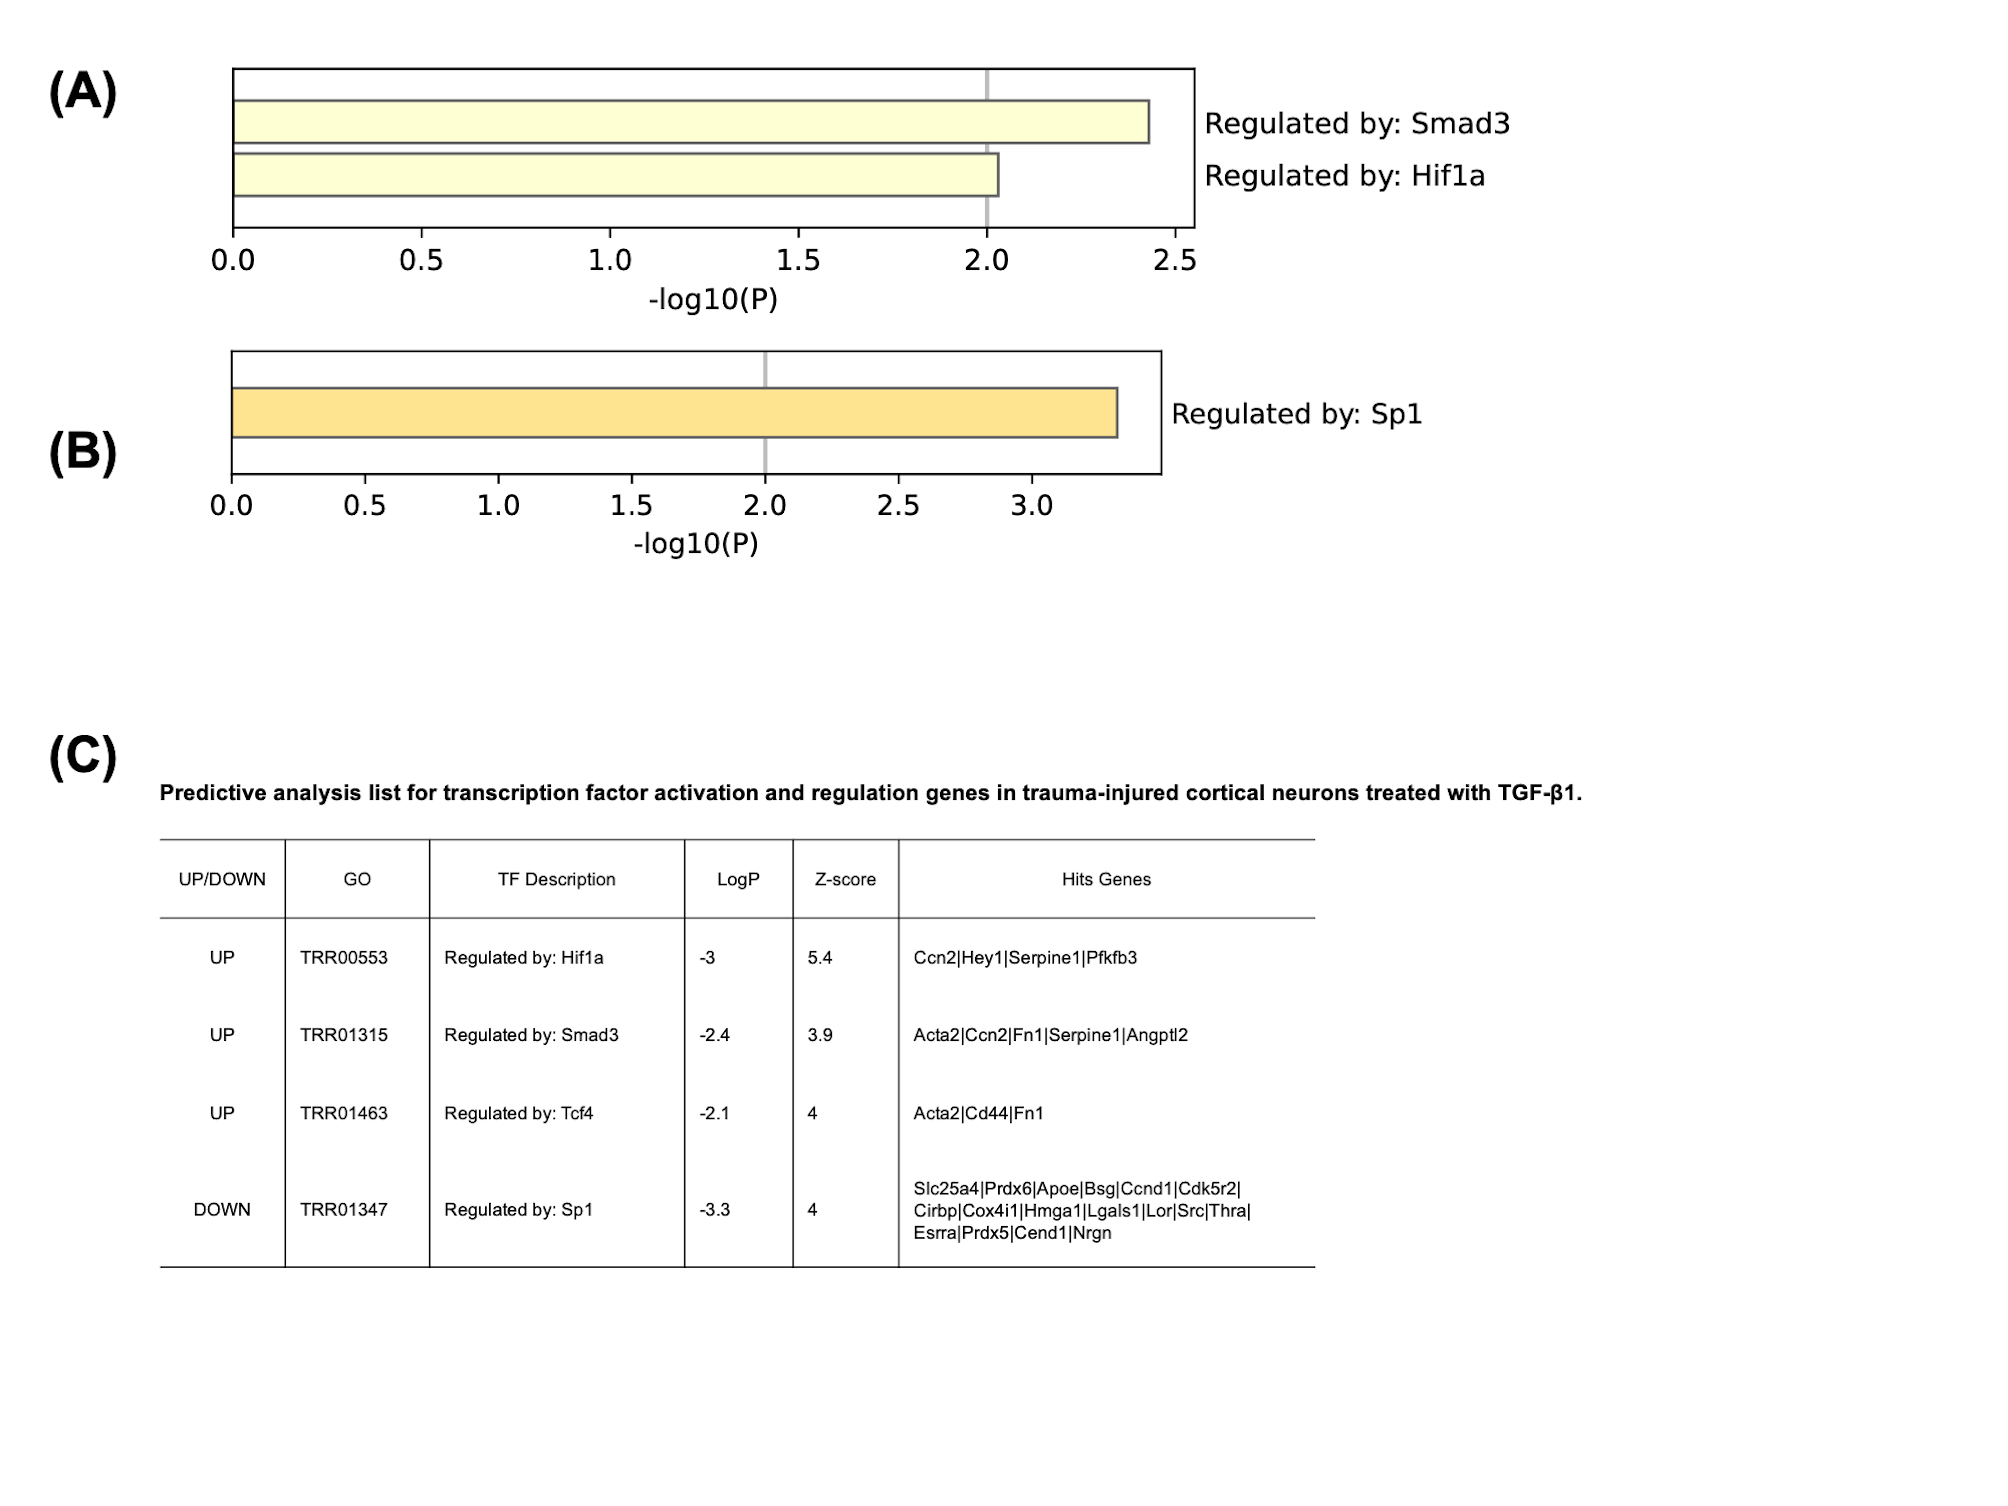

**Figure S5. Transcription factor prediction analysis of differentially expressed genes in the transcriptome of TGF-β1-treated mechanically injured cortical neurons.（A-B）**Predictive analysis of transcription factor prediction for up- and down-regulated DEGs in the transcriptome of mechanically injured cortical neurons treated with TGF-β1.**（C）**List of transcription factors and regulatory genes of DEGs in the transcriptome of TGF-β1-treated mechanically injured cortical neurons.

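The prediction looks up which transcription factors are reported to regulate the genes of a list, and the expression of the factor itself does not enter it. Tcf4, another factor of panel C (ENSMUSG00000053477, chromosome 18 from 69343356 to 69689079), rose from 22.5 ± 0.376 FPKM in Trauma to 24.8 ± 0.359 in Trauma+TGF-β1 (SD, n = 4), a log2 fold change of 0.15 (standard error 0.040, limma adjusted p = 0.0326). It turned to −0.021 with the length correction and did not pass after the GC correction (adjusted p = 0.0656). Of its listed targets Acta2, Fn1 and Cd44, the last had a log2 fold change of 0.64 (standard error 0.21, limma adjusted p = 0.0631).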

**
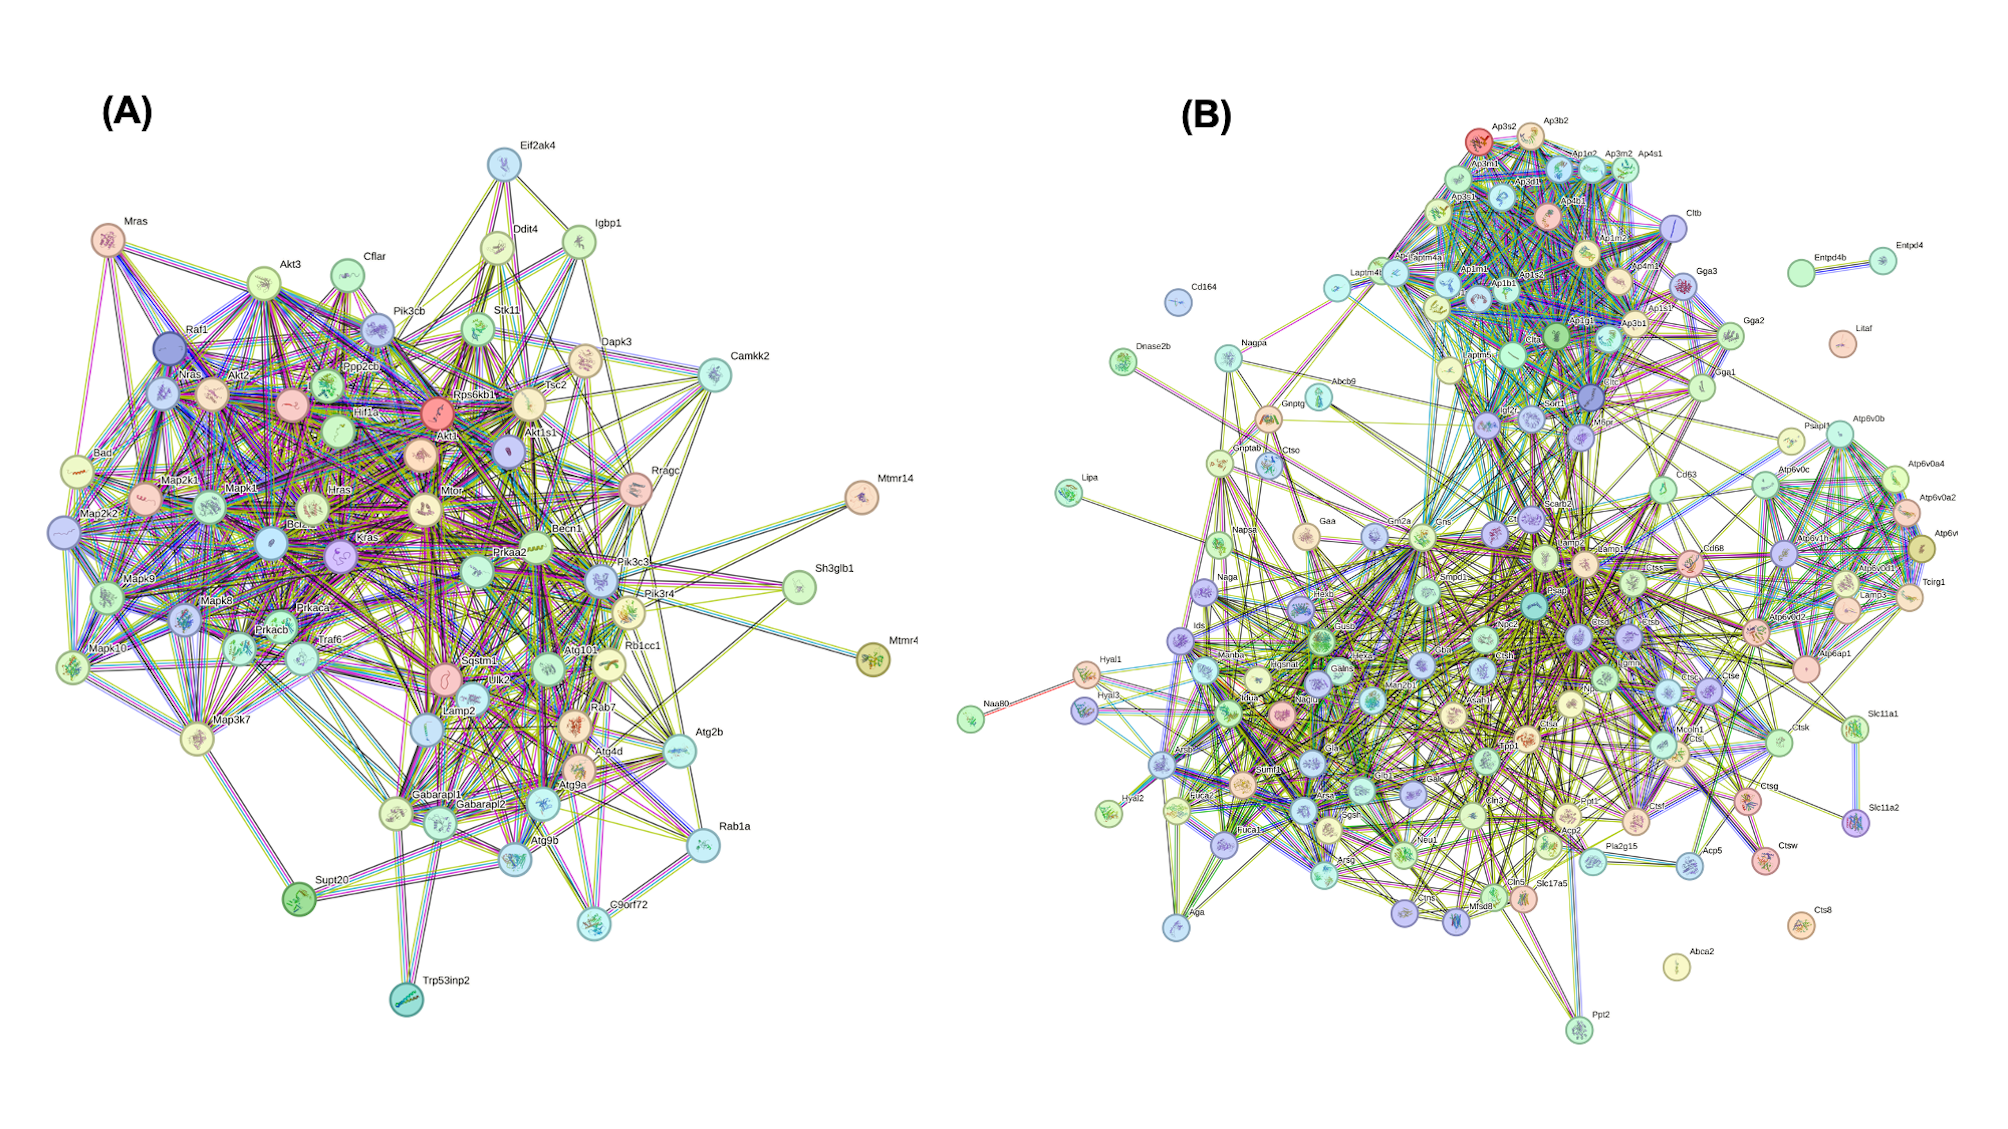
**

**Figure S6. Key modules and hub gene analysis of the DEGs. (A-B)﻿** PPI network analysis of the 59 autophagy-related genes and 150 DEGs associated with lysosomes based on the String database.

## Supplementary Tables

**Table S1.** The primers for RT-PCR.

| Gene | 5’ primer sequence | 3’ primer sequence |
| --- | --- | --- |
| β-actin | CAGCCTTCCTTCTTGGGTATG | GGCATAGAGGTCTTTACGGATG |
| Beclin1 | ATGGAGGGGTCTAAGGCGTC | TCCTCTCCTGAGTTAGCCTCT |
| SQSTM/P62 | AGGATGGGGACTTGGTTGC | TCACAGATCACATTGGGGTGC |
| lamp1 | CAGCACTCTTTGAGGTGAAAAAC | ACGATCTGAGAACCATTCGCA |
| CTSD | GCTTCCGGTCTTTGACAACCT | CACCAAGCATTAGTTCTCCTCC |
| CTSB | TCCTTGATCCTTCTTTCTTGCC | ACAGTGCCACACAGCTTCTTC |

**Table S2.** Trauma+TGF-β1 *Vs* Trauma DEGs Gene Ontology Functional Clustering (Top 30).

| Category | GOID | Description | GeneRatio | BgRatio | pvalue | padj | Count | Up | Down |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| CC | GO:0098978 | glutamatergic synapse | 221/4252 | 463/16376 | 1.61E-24 | 1.25E-21 | 221 | 112 | 109 |
| CC | GO:0099572 | postsynaptic specialization | 198/4252 | 415/16376 | 4.76E-22 | 1.84E-19 | 198 | 98 | 100 |
| CC | GO:0098984 | neuron to neuron synapse | 191/4252 | 409/16376 | 5.30E-20 | 1.37E-17 | 191 | 92 | 99 |
| CC | GO:0014069 | postsynaptic density | 181/4252 | 383/16376 | 1.06E-19 | 2.06E-17 | 181 | 86 | 95 |
| CC | GO:0032279 | asymmetric synapse | 182/4252 | 387/16376 | 1.61E-19 | 2.50E-17 | 182 | 87 | 95 |
| CC | GO:0098798 | mitochondrial protein complex | 128/4252 | 254/16376 | 4.56E-17 | 5.89E-15 | 128 | 15 | 113 |
| CC | GO:0097060 | synaptic membrane | 198/4252 | 473/16376 | 1.77E-14 | 1.80E-12 | 198 | 104 | 94 |
| CC | GO:0005840 | ribosome | 112/4252 | 226/16376 | 1.86E-14 | 1.80E-12 | 112 | 19 | 93 |
| CC | GO:0070469 | respiratory chain | 56/4252 | 86/16376 | 2.56E-14 | 2.18E-12 | 56 | 10 | 46 |
| CC | GO:0044391 | ribosomal subunit | 97/4252 | 187/16376 | 2.82E-14 | 2.18E-12 | 97 | 12 | 85 |
| MF | GO:0003735 | structural constituent of ribosome | 88/4224 | 164/16374 | 2.23E-14 | 2.45E-11 | 88 | 8 | 80 |
| CC | GO:0098800 | inner mitochondrial membrane protein complex | 69/4252 | 125/16376 | 3.31E-12 | 2.33E-10 | 69 | 7 | 62 |
| BP | GO:0099177 | regulation of trans-synaptic signaling | 196/4236 | 476/16318 | 1.57E-13 | 7.67E-10 | 196 | 87 | 109 |
| BP | GO:0050804 | modulation of chemical synaptic transmission | 195/4236 | 475/16318 | 2.55E-13 | 7.67E-10 | 195 | 87 | 108 |
| CC | GO:0098803 | respiratory chain complex | 48/4252 | 77/16376 | 1.87E-11 | 1.21E-09 | 48 | 8 | 40 |
| BP | GO:0050773 | regulation of dendrite development | 89/4236 | 174/16318 | 9.03E-13 | 1.81E-09 | 89 | 46 | 43 |
| BP | GO:0050808 | synapse organization | 180/4236 | 437/16318 | 1.52E-12 | 2.28E-09 | 180 | 85 | 95 |
| CC | GO:0005746 | mitochondrial respiratory chain | 46/4252 | 74/16376 | 5.65E-11 | 3.37E-09 | 46 | 6 | 40 |
| CC | GO:0005743 | mitochondrial inner membrane | 164/4252 | 409/16376 | 1.85E-10 | 1.02E-08 | 164 | 26 | 138 |
| BP | GO:0016358 | dendrite development | 121/4236 | 269/16318 | 8.71E-12 | 1.05E-08 | 121 | 66 | 55 |
| CC | GO:0044445 | cytosolic part | 108/4252 | 242/16376 | 2.04E-10 | 1.05E-08 | 108 | 30 | 78 |
| CC | GO:0044309 | neuron spine | 95/4252 | 206/16376 | 2.91E-10 | 1.41E-08 | 95 | 44 | 51 |
| BP | GO:0022604 | regulation of cell morphogenesis | 192/4236 | 486/16318 | 2.34E-11 | 2.08E-08 | 192 | 100 | 92 |
| BP | GO:0007005 | mitochondrion organization | 179/4236 | 446/16318 | 2.42E-11 | 2.08E-08 | 179 | 53 | 126 |
| BP | GO:0010769 | regulation of cell morphogenesis involved in  differentiation | 136/4236 | 317/16318 | 2.95E-11 | 2.22E-08 | 136 | 70 | 66 |
| BP | GO:0048813 | dendrite morphogenesis | 83/4236 | 167/16318 | 3.61E-11 | 2.41E-08 | 83 | 49 | 34 |
| CC | GO:0022626 | cytosolic ribosome | 57/4252 | 105/16376 | 5.90E-10 | 2.69E-08 | 57 | 8 | 49 |
| BP | GO:0050807 | regulation of synapse organization | 113/4236 | 252/16318 | 5.36E-11 | 3.06E-08 | 113 | 55 | 58 |
| BP | GO:0022613 | ribonucleoprotein complex biogenesis | 168/4236 | 416/16318 | 5.60E-11 | 3.06E-08 | 168 | 76 | 92 |
| BP | GO:0050803 | regulation of synapse structure or activity | 116/4236 | 262/16318 | 7.97E-11 | 3.77E-08 | 116 | 56 | 60 |

Note：Category: GO database classification, including Biological Process BP, Cellular Component CC, Molecular Function MF; GOID: GO number; Description GO number corresponds to the functional description; GeneRatio: Ratio of the number of differential genes annotated to the GO number to the total number of differential genes;; BgRatio: Background gene number annotated to the GO number to the total number of BgRatio: ratio of the number of background genes annotated to the GO number to the total number of background genes; *p*-value: p-value of significance test; padj: *p*-value corrected for multiple hypothesis testing; Count: number of differentiated genes annotated to the GO number; Up: number of differentiated genes up-regulated in relation to the Term; Down: number of differentiated genes down-regulated in relation to the Term.

**Table S3.** Trauma+TGF-β1 *vs* Trauma Differential Gene KEGG Clustering (Top 20).

| KEGGID | Description | GeneRatio | BgRatio | pvalue | padj | Count | Up | Down |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| mmu05012 | Parkinson disease | 160/2022 | 430/9244 | 8.83E-14 | 2.06E-11 | 160 | 51 | 109 |
| mmu05016 | Huntington disease | 174/2022 | 481/9244 | 1.30E-13 | 2.06E-11 | 174 | 63 | 111 |
| mmu00190 | Oxidative phosphorylation | 95/2022 | 235/9244 | 6.66E-11 | 7.04E-09 | 95 | 25 | 70 |
| mmu04360 | Axon guidance | 84/2022 | 208/9244 | 9.12E-10 | 7.22E-08 | 84 | 48 | 36 |
| mmu04714 | Thermogenesis | 127/2022 | 361/9244 | 2.40E-09 | 1.52E-07 | 127 | 45 | 82 |
| mmu04723 | Retrograde endocannabinoid signaling | 73/2022 | 191/9244 | 1.68E-07 | 8.86E-06 | 73 | 39 | 34 |
| mmu04932 | Non-alcoholic fatty liver disease (NAFLD) | 80/2022 | 217/9244 | 2.58E-07 | 1.17E-05 | 80 | 24 | 56 |
| mmu04012 | ErbB signaling pathway | 44/2022 | 100/9244 | 5.77E-07 | 2.29E-05 | 44 | 26 | 18 |
| mmu01522 | Endocrine resistance | 45/2022 | 104/9244 | 7.67E-07 | 2.70E-05 | 45 | 22 | 23 |
| mmu05214 | Glioma | 39/2022 | 92/9244 | 7.52E-06 | 0.00023829 | 39 | 18 | 21 |
| mmu04720 | Long-term potentiation | 36/2022 | 86/9244 | 2.33E-05 | 0.00067109 | 36 | 25 | 11 |
| mmu04140 | Autophagy - animal | 59/2022 | 166/9244 | 3.36E-05 | 0.00088799 | 59 | 34 | 25 |
| mmu04371 | Apelin signaling pathway | 56/2022 | 156/9244 | 3.83E-05 | 0.00093426 | 56 | 36 | 20 |
| mmu04910 | Insulin signaling pathway | 56/2022 | 157/9244 | 4.71E-05 | 0.00106619 | 56 | 32 | 24 |
| mmu01521 | EGFR tyrosine kinase inhibitor resistance | 37/2022 | 93/9244 | 6.78E-05 | 0.00137386 | 37 | 21 | 16 |
| mmu04919 | Thyroid hormone signaling pathway | 54/2022 | 152/9244 | 7.23E-05 | 0.00137386 | 54 | 33 | 21 |
| mmu04722 | Neurotrophin signaling pathway | 52/2022 | 145/9244 | 7.37E-05 | 0.00137386 | 52 | 26 | 26 |
| mmu04260 | Cardiac muscle contraction | 45/2022 | 123/9244 | 0.00012906 | 0.00216685 | 45 | 21 | 24 |
| mmu04728 | Dopaminergic synapse | 57/2022 | 166/9244 | 0.0001347 | 0.00216685 | 57 | 36 | 21 |
| mmu05017 | Spinocerebellar ataxia | 60/2022 | 177/9244 | 0.00013671 | 0.00216685 | 60 | 34 | 26 |

Note: **KEGG ID**: KEGG pathway ID; **Description**: functional description corresponding to KEGG pathway number; **GeneRatio**: ratio of the number of differential genes annotated to the KEGG pathway number to the total number of differential genes; **BgRatio**: ratio of the number of background genes annotated to the KEGG pathway number to the total number of background genes; ***p-*value**: Significance test *p*-value; **padj**: *p*-value corrected for multiple hypothesis testing; **Count**: number of differential genes annotated to KEGG pathway number; **Up**: number of up-regulated differential genes associated with this Term; **Down**: number of down-regulated differential genes associated with this Term.

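The log2 fold change printed for Akt1 in Table S4 is the paper's 0.197, while the log2 ratio of the FPKM printed beside it is −0.186. In the limma fit Akt1 had −0.18. For Tsc2 the table's log2 fold change is the paper's −0.042, the log2 ratio of its printed FPKM is 0.109, and the limma value is 0.11. The table compares Trauma+TGF-β1 with Trauma, with positive values for genes higher in Trauma+TGF-β1.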

**Table S4.** The list of Trauma+TGF-β1 and Trauma autophagic relate DEGs.

**Supplementary Table 5.** The list of control and trauma lysosomes relate DEGs.

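For 147 of the 150 genes of Table S5, the printed FPKM match those deposited for the gene of that name. The values printed beside Gm4829 and Arsb are those deposited for Gm48295 and Farsb. The table lists genes from −0.31 to 0.90 in limma log2 fold change among the 115 that passed the filter, and 31 of these had an unadjusted p of at most 0.05.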

Note: Each sample readcount; log2：The ratio of gene expression levels in the treatment group to the control group was then taken as a logarithmic value with a base of 2.

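The note calls the columns read counts, and the numbers in them are the deposited FPKM, as in Table S4. A log2 ratio of 1 stands for a doubling in the treated group, and a value near 0 for equal expression.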

How the deposited data were processed for this re-analysis (not part of the article)

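RNA-seq libraries of mouse primary cortical neurons were compared in 3 groups of 4: Control, Trauma (scratch injury, 24 h) and Trauma+TGF-β1 (scratch injury with 10 ng/mL TGF-β1, 24 h). The text of the methods speaks of 6 samples, while the deposited table holds 12 libraries. The authors sequenced paired-end reads on an Illumina NovaSeq, aligned them with Hisat2 v2.0.5, assembled transcripts with StringTie v1.3.3b, counted reads per gene with featureCounts v1.5.0-p3, and calculated FPKM from gene length and mapped reads, and FPKM are the values in the deposited table. The deposited table also gives the length of each gene in base pairs (other), which the authors used for FPKM. The authors called genes with DESeq2 1.20.0 on read counts. The table holds 55901 genes, with coordinates of GRCm38, a build inferred from the coordinates because the methods name none.

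FPKM multiplied by gene length came out as whole multiples of one step per library for 99.996% to 100% of genes, which gives the reads of each gene. Between 15052486 and 17381671 reads per library fell on genes. Genes with 3 reads or fewer in each library of a group are given as reads without a fold change.

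FPKM were divided by median-of-ratios factors (between 0.99906 and 1.0115), 0.1 was added, and log2 values were taken. Genes with a mean FPKM of at least 0.5 over the 12 libraries were tested, which left 15016. Comparisons were made with limma 3.58.1 in R 4.3.3 (lmFit, contrasts, eBayes with a trend) in one fit of the 12 libraries without a block, with Benjamini-Hochberg adjustment within each comparison and a threshold at an adjusted p of at most 0.05. The 3 comparisons were Trauma against Control, Trauma+TGF-β1 against Trauma and Trauma+TGF-β1 against Control. The procedure was tested on simulated data with 200 changed genes among 15016. A further list of 50 genes was given a small shift, to test camera. At a log2 change of 0.5, 113 genes were called: 53.0% of the 200, 4 of the shifted list and 3 unchanged genes. At a log2 change of 1, 163 were called: 76.5% of the 200, 5 of the shifted list and 5 unchanged genes. In an unchanged comparison 0 were called. The simulated noise was independent between genes and held no GC trend and no difference between replicate numbers. These values therefore cannot show how the procedure behaves where the real libraries have such features. Both simulated changes also exceed the median absolute log2 fold changes of the called genes, which were 0.29 to 0.39.

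Gene lists were written by symbol and tested with camera of limma at an assumed correlation between genes of 0.01, adjusted over the 30 lists of each comparison. The median log2 fold change of the tested genes gives the size of a list's change, and the shift of a list in a library is the median of its genes' log2 differences from the Control mean. The paper presents the genes of its transcription factor targets, hub genes and Table S5 as differing in these libraries, so the tests of these lists cannot be taken as independent of that choice. Genes of the RT-qPCR panel and summary measures of libraries were also compared with a two-sided exact permutation test over 70 assignments, whose smallest p is 0.0286. The GC content of transcripts was known for 14699 of the tested genes. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and drawn with matplotlib 3.10.9.

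Genes named are those that the text, Fig. 3E to 3H or Fig. S5C name, and in each comparison the 3 up and 3 down with the largest absolute log2 fold change among those past the threshold, with a mean of at least 1 FPKM in the higher group and no overlap between groups. Genes outside this rule are given as chosen after their values were seen. The limma and camera comparisons, lists, rule and most alternatives were fixed before the data were examined. Of the tests of candidate explanations, 7 were written before the results were seen and 39 after. The alternatives were a pseudocount of 1 or 0.01, no filter or a filter at 1 FPKM, FPKM as deposited, quantile normalization, a fit of the 2 groups compared, eBayes without a trend or with robust estimation, the replicate number as a block, a loess correction (span 0.3) of each library for gene length with and without that block, protein-coding genes alone, voom on the recovered reads, each library left out in turn, an estimated correlation or the test fry for lists, an unadjusted p, an absolute log2 fold change of at least 1, and different Trauma libraries in each comparison. A loess correction for GC content, with and without the block, was added after the values were seen.

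The count test of the authors was not run, and voom on the recovered reads was the fit to counts. GO, KEGG, GSEA, TRRUST and STRING analyses, RT-qPCR, imaging and protein measurements were not analysed here. Results for some single genes are not reported here.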

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

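Of the tests in this part, those of how other splits of the libraries compare and of gene length and GC content were chosen only after the results of the lists were seen, while the test of dividing cells other than neurons was chosen before.

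In each group of 4 libraries, the gap of the highest or lowest library to its neighbour was divided by the whole range, for 255 combinations of a gene, list or library measure and a group. The critical value of Dixon's ratio for 4 values is passed by chance in about 5% of groups, and 21 of the 255 were above it, which is more than that. Many of these belong to genes with few reads, where a single read sets the range.

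Reads on genes in Trauma had a share of 0.923, because the first Trauma library held 16335960 reads and the others from 17262211 to 17339554, and genes detected in Trauma+TGF-β1 had 0.877. Among the genes that the paper names, the shares were 0.857 for Ctsb in Control, 0.868 for Sqstm1, 0.895 for Rb1cc1 and 0.872 for Sp1 in Trauma+TGF-β1, and 0.904 for Ulk2 and 0.882 for Hey1 in Trauma. The list shifts past the value were autophagy machinery (0.864) and proliferation (0.929) in Trauma+TGF-β1 and MAPK kinases (0.894) in Control. Among the small transcripts, the shares were 0.968 in Control, 1 in Trauma and 0.948 in Trauma+TGF-β1 for Gm22571, 1 in Trauma for Gm24366, 1 in Trauma for Gm11706, 1 in Control and 0.984 in Trauma for Mir153, 0.985 in Trauma+TGF-β1 for Gm24391, 1 in Control for Snora23 and 1 in Trauma+TGF-β1 for Gm16265. No biological explanation was tested for single libraries.

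Between Trauma and Control, lists that the paper does not discuss also changed, and 5 of them were taken further. For each of the 5, all 4 Trauma libraries lay outside the Control libraries. Oligodendrocyte markers and fibroblast and vascular markers, given below, rose as well. So did 14 direct targets of TGF-β (median log2 fold change 0.15, camera adjusted p = 0.0240). Between Trauma+TGF-β1 and Trauma these targets had 0.068 (camera adjusted p = 0.0827). All 4 Trauma+TGF-β1 libraries lay above the Trauma libraries in the median log2 difference from the Control mean, at 0.284 to 0.517 against 0.131 to 0.251. Between Trauma+TGF-β1 and Control the targets had 0.42 (camera adjusted p = 0.0027). In Trauma against Control, immediate early genes rose by a median log2 fold change of 1.28 (16 genes, 12 up and 0 down, camera adjusted p = 1.2e-17, 9.0e-24 to 0.0445 over 29 alternatives). Cholesterol synthesis genes changed by −0.56 (20 genes, 0 up and 17 down, camera adjusted p = 6.9e-29, 2.6e-41 to 0.0153 over the alternatives). Proliferation genes rose by 0.64 (17 genes, 12 up and 0 down, camera adjusted p = 1.9e-14, 2.5e-20 to 0.0153). Astrocyte markers rose by 0.40 (10 genes, 8 up and 0 down, camera adjusted p = 1.5e-12, 9.8e-17 to 0.0153) and microglia markers by 0.56 (7 genes, 4 up and 0 down, camera adjusted p = 1.6e-05, 4.0e-06 to 0.0211). In Trauma+TGF-β1 against Control, the same 5 lists had median log2 fold changes of 1.00, −0.49, 0.51, 0.25 and 0.30. In Trauma+TGF-β1 against Trauma they had −0.31 (3 of 4 libraries below the Trauma mean, each of the 4 below the Trauma library of the same number, camera adjusted p = 0.0209), 0.075 (3 of 4 higher, 0.219), −0.15 (4 of 4 lower, 0.105), −0.13 (4 of 4 lower, 0.105) and −0.22 (3 of 4 lower, 0.0827). The Trauma libraries are shared by both comparisons, which alone favours opposite directions, and other settings were not compared for these values.

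These 5 lists passed after corrections for gene length and GC content. Across genes, fold changes between Trauma and Control followed both only weakly (Spearman rho = −0.089 with length and 0.086 with GC content). The GC correction still took the calls from 874 to 1233. Over 29 alternatives, which include both corrections, the median stayed at 0.99 to 1.44 for immediate early genes and −0.59 to −0.53 for cholesterol synthesis. It stayed at 0.39 to 0.69 for proliferation, 0.35 to 0.43 for astrocyte and 0.38 to 0.65 for microglia markers. These values argue against gene length and GC content as the cause of the 5 changes. The camera adjusted p was 7.0e-19 after the length correction and 3.4e-19 after the GC correction for immediate early genes, 1.5e-26 and 2.8e-25 for cholesterol synthesis, 3.5e-15 and 3.8e-15 for proliferation, 1.6e-13 and 4.1e-13 for astrocyte markers, and 1.2e-05 and 1.1e-05 for microglia markers. Reads on genes did not separate Trauma from Control (two-sided exact permutation test, p = 0.143).

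Of the 8 splits of the 8 libraries that part all 4 same-numbered pairs, 1, the real one, gave a median as far from 0, for each of these 5 lists, and 8 splits allow no share under 1 in 8. Among all 35 splits, 1, the real one, also gave a median as far from 0 for each of the 5. The paper gives no batch for the libraries, and a batch that follows the groups cannot be told apart from the condition.

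RNA from other cells is a candidate explanation for the rise of proliferation genes, since neurons do not divide and the astrocyte markers rose in the same libraries (smallest camera p over the marker lists of other cells 2.0e-13). Oligodendrocyte markers (median log2 fold change 0.45, 7 genes, all 4 Trauma libraries higher, camera adjusted p = 0.00064) and fibroblast and vascular markers (0.52, 4 genes, all 4 Trauma libraries higher, camera adjusted p = 0.0026) also rose, while 12 neuron markers changed by −0.038 (camera adjusted p = 0.278, 3 of 4 Trauma libraries lower). Whether more glial cells, their response to the scratch or a loss of neurons lies behind this was not tested, and the rise of immediate early genes and the fall of cholesterol synthesis genes may arise in any of the cells.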

How the results depend on the processing

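The GC correction and the GC correction with the replicate block were chosen after seeing the data, and of the tests the splits of the libraries for lists were chosen only after the results were seen.

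Of 27 main results, 8 kept their direction and their side of the threshold under each alternative run for them: between Trauma and Control the astrocyte, microglia, proliferation, immediate early, cholesterol synthesis and pyroptosis lists, and between Trauma+TGF-β1 and Trauma the lysosome and oxidative phosphorylation lists. For the lysosome and pyroptosis lists this means that no alternative took them past the threshold. Where a result below changed, the cause was not tested. The robust setting of eBayes was not run for lists, because camera offers none.

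The number of genes differing between Trauma and Control was 874 (526 up, 348 down). It was 575 (341 up, 234 down) without the filter, 529 (337 up, 192 down) with a fit of the 2 groups, 1324 (471 up, 853 down) with the GC correction and block, 2919 (1523 up, 1396 down) at an unadjusted p and 75 (65 up, 10 down) at an absolute log2 fold change of at least 1. For Trauma+TGF-β1 against Trauma it was 1842, of which 37.8% were up. It was 987 (319 up, 668 down) without the filter, 876 (274 up, 602 down) with the length correction and block, 786 (272 up, 514 down) with the GC correction, 672 (250 up, 422 down) with the GC correction and block, 4420 (2016 up, 2404 down) at an unadjusted p and 55 (21 up, 34 down) at an absolute log2 fold change of at least 1. The number was higher in some other settings, with 2557 (1126 up, 1431 down) with voom, 2357 (934 up, 1423 down) with a fit of the 2 groups and 2222 (880 up, 1342 down) with protein-coding genes alone. For Trauma against Control, voom gave 1128 and protein-coding genes alone 1058, and for Trauma+TGF-β1 against Control they gave 2896 and 2753. Against Control, Trauma+TGF-β1 gave 2449 (1029 up, 1420 down), and 1514 (616 up, 898 down) with a fit of the 2 groups, 4678 (2149 up, 2529 down) at an unadjusted p and 134 (105 up, 29 down) at an absolute log2 fold change of at least 1. Genes found between Trauma+TGF-β1 and Trauma alone numbered 1649 against Trauma versus Control, and 899 without the filter, 757 with the length correction and block, 633 with the GC correction, 522 with the GC correction and block, 3244 at an unadjusted p and 52 at an absolute log2 fold change of at least 1. Against Trauma+TGF-β1 versus Control they numbered 857, and 481 without the filter, 1645 with a fit of the 2 groups, 475 with the length correction and 297 with its block, 323 with the GC correction and 262 with its block, 1857 at an unadjusted p and 33 at an absolute log2 fold change of at least 1.

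The share of upregulated genes moved by more than 10 points with some scalings. With quantile normalization it was 54.8% between Trauma+TGF-β1 and Trauma (1125 up, 927 down, 1552 shared with the 1842), and 55.3% against 42.0% between Trauma+TGF-β1 and Control (1134 up, 918 down, 1698 shared). With the length correction it was 47.5% against 60.2% between Trauma and Control (474 up, 523 down) and 30.9% between Trauma+TGF-β1 and Control (757 up, 1696 down), and the block left these shares at 47.5% and 30.9%. With the GC correction, 468 of 1233 genes were up between Trauma and Control (765 down, 787 shared with the 874), and the share was 35.6% with its block.

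Between Trauma and Control, the lysosome list (median log2 fold change 0.048, camera adjusted p = 0.0279, all 4 Trauma libraries higher) did not pass with the length correction, at 0.0167 (camera adjusted p = 0.0797, and 0.0687 with the block), nor with the GC correction, at 0.0059 (camera adjusted p = 0.122, and 0.101 with the block), and over 29 alternatives its adjusted p ran from 0.00030 to 0.122. The autophagy list (0.0045 by the median of the genes, while 3 of 4 Trauma libraries were lower) turned to −0.0016 without the filter, −0.0050 with FPKM as deposited, −0.0192 with the length correction with or without the block, and −0.0402 with the GC correction with or without the block, and its camera adjusted p ran from 0.281 to 0.860. With FPKM as deposited and with the length correction, the median of all tested genes fell as well (−0.0118 and −0.0281 against −0.0025). The list stayed above it in both. The apoptosis list, at 0.0823 (all 4 Trauma libraries higher), did not pass with an estimated correlation (camera adjusted p = 0.0685, range 0.00085 to 0.0685).

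Under TGF-β1, against Trauma, the autophagy list (0.034, 3 of 4 Trauma+TGF-β1 libraries higher) turned to −0.0016 with the length correction with or without the block (camera adjusted p from 0.102 to 0.938 over 29 alternatives). The synaptic list (0.022, 4 of 4 libraries above the Trauma mean) turned to −0.0352 with the length correction (camera adjusted p = 0.0690, and 0.115 with the block, range 0.0690 to 0.938). With an estimated correlation, 3 lists did not pass at unchanged medians: ribosomal proteins at −0.200 (4 of 4 libraries lower, camera adjusted p = 0.217, range 1.0e-18 to 0.217), glycolysis at −0.176 (4 of 4 lower, 0.217, range 9.2e-09 to 0.217) and long-term potentiation at 0.0812 (4 of 4 higher, 0.246). The last also did not pass with the length correction, at 0.0176 (camera adjusted p = 0.584, and 0.591 with the block, range 0.00019 to 0.591). The apelin list (0.0466, 4 of 4 higher) passed with quantile normalization, at 0.107 (camera adjusted p = 0.0106), with fry, at 0.0466 (0.0241), and with the GC correction, at 0.0895 (0.0121, and 0.0041 with the block), with a range from 0.0041 to 0.773. The ErbB list (−0.0184 by the median of the genes, with 4 of 4 libraries higher by the list shift) turned to 0.0180 with a filter at 1 FPKM, 0.0090 with quantile normalization and 0.0551 with the GC correction (camera adjusted p = 0.0739, and 0.101 with the block), and passed with fry (adjusted p = 0.0189, range 0.0189 to 0.858). The Wnt list (−0.0472, 2 of 4 lower) turned to 0.0227 with the GC correction (camera adjusted p = 0.561, and 0.565 with the block, range 0.198 to 0.727).

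Of the 10 tests of the RT-qPCR panel, 4 passed, against 1 without the filter, 2 without a trend, 2 with the block, 2 with the length correction with or without the block, and 1 with the GC correction with or without the block. The correlation between both sets of changes, −0.387, was −0.038 with different Trauma libraries. Settings that change only the variance model cannot move it, while leaving out single libraries moved it between −0.455 and −0.303.

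Among single genes, Becn1 between Trauma and Control (0.0055) turned to −0.0040 without the filter, −0.0040 with FPKM as deposited, −0.0039 with the length correction with or without the block and −0.0449 with the GC correction with or without the block. Under TGF-β1 against Trauma those that turned were Lamp1 (0.0098) to −0.0230, Ctsb (−0.0113) to 0.0463 and Smad3 (−0.071) to 0.0172, each with the GC correction with or without the block, Ctsb to 0.0909 with quantile normalization, and Tcf4 (0.15) to −0.0207 with the length correction with or without the block. Of 69 results for single genes, the GC correction left 46 on their side, took 19 below the threshold and turned 4, and dropping the filter took 21 below and turned 1. The GC correction with its block took 24 below the threshold and turned 4, the length correction with its block took 17 below and turned 2, the length correction alone took 10 below and turned 2, and 13 fell below without a trend and 11 with the block.

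With one library left out at a time (12 fits), the counts ran from 464 to 837 between Trauma and Control, 642 to 2554 between Trauma+TGF-β1 and Trauma, and 1438 to 3422 between Trauma+TGF-β1 and Control, and the overlaps from 558 to 2340 and from 298 to 1217. Without the second Trauma+TGF-β1 library, 26.9% of the 642 genes were up. The lysosome list between Trauma and Control ran from 0.0386 to 0.0566 (camera adjusted p from 0.0159 to 0.0628, 11 of 12 past the threshold), the apelin list from 0.0242 to 0.0859 (1 of 12 past), the RT-qPCR panel from 1 to 4, and the correlation from −0.455 to −0.303. Directions turned for autophagy between Trauma and Control (−0.0124 to 0.0062), MAPK (−0.0016 to 0.0526), ErbB (−0.0360 to 0.0227), Becn1 (−0.0307 to 0.0412), Psap (−0.0464 to 0.0018) and Lamp2 (−0.0608 to 0.0258) between Trauma and Control, and Ctsb (−0.0233 to 0.0029) and Lamp1 (−0.0121 to 0.0313) between Trauma+TGF-β1 and Trauma. Of the 69 results for single genes, 31 kept direction and side of the threshold in each of these fits.

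Mean correlations between same-numbered libraries were small, at 0.0099, 0.042 and 0.034 in the 3 comparisons. The numbers are not without meaning, however, since on the third principal component libraries 1 and 2 lay above libraries 3 and 4 in each group. Mean correlations within these sides were 0.024, 0.032 and 0.043, and between them −0.024, −0.032 and −0.043, a division looked at only after the component was seen, and its cause was not tested. The immediate early list also differed between these sides in both injured groups, in median log2 difference from the Control mean. It lay at 0.877 and 0.732 in Trauma libraries 1 and 2, and at 1.70 and 1.66 in libraries 3 and 4. In Trauma+TGF-β1 the values were 0.760 and 0.417 against 1.25 and 1.22. With the number as a block, 781, 1526 and 2222 genes differed.

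Among the 8 splits of the libraries that part all same-numbered pairs, 1, the real one, gave as many genes as found in each of the 3 comparisons, and the highest number in another of these splits was 1, 2 and 6. In the 27 splits that keep some pairs together, the highest numbers were 2, 7 and 365, the last with the first Control library grouped with Trauma+TGF-β1 libraries 1, 2 and 4. For 16 of 20 lists, 1 of the 8 splits, the real one, lay as far from 0, and for the others the number was 2 for lysosome genes between Trauma+TGF-β1 and Trauma, 4 for autophagy and 4 for pyroptosis genes between Trauma and Control, and 3 for ErbB genes. With 8 splits no share under 1 in 8 is possible, so these 8 alone cannot decide. Among all 35 splits, 1, the real one, gave as many genes in each of the 3 comparisons. For 12 of the 20 lists 1 of the 35 lay as far from 0. The others were, between Trauma and Control, autophagy with 24, pyroptosis with 14 and apoptosis with 2. Under TGF-β1 they were ErbB with 16, lysosome with 4, Wnt with 4, autophagy with 3 and apelin with 3.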

Differences from the paper's values

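Between Trauma and Control, 874 genes differed against the paper's 2,696, with 526 up against the paper's 1,416 and 348 down against the paper's 1,280. Between Trauma+TGF-β1 and Trauma, 1842 genes differed against the paper's 4,114, with 696 up against the paper's 2082 and 1146 down against the paper's 2,332. Of the 28 alternatives set before the data were examined, an unadjusted p of at most 0.05 was the single one near the paper's numbers, with 2919 genes (1523 up, 1396 down) between Trauma and Control and 4420 (2016 up, 2404 down) between Trauma+TGF-β1 and Trauma. The drawing and the legend of Fig. S1 name different second comparisons for the paper's 2,376 unique genes. Of the 1842 genes, 1649 did not differ between Trauma and Control, the comparison in the legend, and this ranged over the alternatives from 52 to 3244. And 857 did not differ between Trauma+TGF-β1 and Control, against the paper's 2,376. The fit of the 2 groups alone (1645) and the unadjusted p (1857) came nearest to it for this second count, and the other 26 alternatives stayed further off.

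Of the genes of Table S4, 26 differed against the paper's 59, with 9 up against the paper's 34, and the unadjusted p was again the single alternative near the paper's numbers (53 genes). Of the genes of Table S5, 12 differed between Trauma and Control against the paper's 150, with 9 up against the paper's 83 and 3 down against the paper's 67, and none of the 28 alternatives came near these numbers. The log2 fold change of Akt1 between Trauma+TGF-β1 and Trauma was −0.18 against the paper's 0.19661 in Table S4, and that of Tsc2 was 0.11 against the paper's −0.04238. None of the 26 alternatives run for these genes came near the paper's values.

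The paper's upward and downward genes under TGF-β1 add up to more than its total, and Table S4 holds 61 genes (36 up, 25 down) and Table S5 lists 81 up and 69 down, which are other numbers than in the text.

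From its transcriptome analysis, the paper states that expression of autophagy and lysosome genes rose after injury and was suppressed by TGF-β1. Its account of autophagy also rests on electron microscopy, LC3 staining, protein levels and cathepsin D activity. Those were not analysed here, and the RNA of a gene list does not measure them. In the RNA-seq values, the autophagy list had a median log2 fold change of 0.0045 in Trauma and 0.034 with TGF-β1, and the lysosome list 0.048 and 0.015. The paper shows all 5 genes of the RT-qPCR panel higher in Trauma and lower again with TGF-β1. In the RNA-seq values, Becn1 (0.0055) and Sqstm1 (−0.044) did not rise in Trauma, and Ctsd (0.055), Ctsb (−0.011) and Lamp1 (0.0098) did not fall with TGF-β1. Ctsd rose past the threshold with quantile normalization (0.155, limma adjusted p = 0.0366).

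The paper lists Ulk2, Rb1cc1, Mtor and Pik3r4 among the genes that differ under TGF-β1, which were not called here (limma adjusted p = 0.0860, 0.0531, 0.0777 and 0.137). Quantile normalization called Ulk2, Rb1cc1 and Mtor, the fit of the 2 groups, the filter at 1 FPKM, protein-coding genes alone and voom called Rb1cc1, leaving out the first Control library called Rb1cc1 and Mtor, leaving out the second called Rb1cc1, and no alternative called Pik3r4. Of the targets in Fig. S5C, Cd44, Lgals1 and Prdx5 were not called. A pseudocount of 1 and eBayes without a trend called Cd44, the filter at 1 FPKM and robust estimation called Prdx5, protein-coding genes alone called Cd44 and Prdx5, and the fit of the 2 groups and voom called all 3. Leaving out the first Control library called all 3, the second Prdx5, the third Cd44 and Prdx5, and the fourth Prdx5. The paper lists Psap, Lamp2, Gusb, Lamp1 and Ap3b1 among the lysosome genes that differ after trauma, and no alternative that kept the adjusted p called them.

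The paper states that the MAPK, apelin, ErbB and Wnt pathways were enhanced by TGF-β1. The median log2 fold changes were 0.041, 0.047, −0.018 and −0.047, and none of these 4 lists passed. The apelin list passed with quantile normalization, fry and without the second Trauma library, and with the GC correction with or without the block, which was chosen after seeing the values. The ErbB list passed with fry.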

Other observations

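Of the tests in this part, those of the microglia genes, of gene length for ribosomal protein genes and of different Trauma libraries were chosen before their results were seen, and the others after.

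The lysosome list rose between Trauma and Control (median log2 fold change 0.048, 4 of 4 Trauma libraries higher), and RNA from microglia, gene length and GC content each remain candidate explanations. The paper presents the genes of the list as differing in this comparison of the same libraries, so its test cannot be taken as independent of that choice. With genes expressed in microglia left out, the 109 genes tested had a median of 0.040 (camera in limma, unadjusted p = 0.0621), and the whole list of 115 genes had an unadjusted p of 0.0167. The camera adjusted p was 0.0797 after the length correction and 0.122 after the GC correction (range over 29 alternatives 0.00030 to 0.122). These losses cannot decide on length or GC content, since the list lies near all tested genes in both. Its medians are 3788 against 3865 bases and 51.8% against 50.5% GC. The length correction also moved the median of all tested genes, from −0.0025 to −0.0281. The fall in effect without the microglia genes was small, and that test does not show where the transcripts come from.

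The libraries differed in how expression followed GC content. Spearman correlations of a library's log2 values with GC content were −0.205, 0.273, 0.309 and 0.040 in Control, from 0.175 to 0.244 in Trauma and from −0.425 to −0.163 in Trauma+TGF-β1. Across genes, log2 fold changes followed GC content with rho = 0.086 between Trauma and Control, −0.466 between Trauma+TGF-β1 and Trauma, and −0.361 between Trauma+TGF-β1 and Control. At −0.205, the first Control library, which had neither injury nor TGF-β1, lay within the Trauma+TGF-β1 range. A trend of this kind can therefore arise without the treatment, at least in 1 library. Whether library preparation or the treatment lies behind the difference between the groups could not be told apart, since no batch is named.

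Under TGF-β1, the ribosomal protein, oxidative phosphorylation and glycolysis lists were lower in 4 of 4 libraries, with median log2 fold changes of −0.20, −0.19 and −0.18. Gene length does not fully explain this, since after the length correction the camera adjusted p was 6.6e-07, 2.7e-12 and 1.9e-05. For glycolysis that correction is a weak test, since its median length is 3736.5 bases against 3865 for all tested genes. A length bias would therefore move the glycolysis list little. After the GC correction the camera adjusted p of the lists was, in the same order, 9.2e-14, 3.0e-23 and 0.00095. The median GC content of the ribosomal protein and oxidative phosphorylation lists, 51.9% and 51.3%, lies near the 50.5% of all tested genes. A bias that follows GC content would therefore move these lists little, yet both were lower in 4 of 4 libraries. The GC correction, which took the calls from 1842 to 786, left both past the threshold. For these lists, the values argue against GC content as the cause. The glycolysis list, at 54.4%, had a median log2 fold change of −0.12 after the GC correction. The largest adjusted p over the alternatives was 0.217 for ribosomal protein and glycolysis genes, with an estimated correlation, and 0.0226 for oxidative phosphorylation. A lower depth, a higher share of mitochondrial reads (3.00% against 2.24%) and a lower share of ribosomal RNA reads in the same libraries leave a difference in RNA preparation as a further candidate explanation, which was not tested. A fall in the transcripts of protein synthesis and respiration under TGF-β1 is therefore a hypothesis.

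Long-term potentiation genes rose under TGF-β1 by a median of 0.081 (43 genes, 4 of 4 libraries higher, camera adjusted p = 0.0115). Gene length may explain the rise, since after that correction the camera adjusted p was 0.584, while after the GC correction it was 0.0258 (range over 29 alternatives 0.00019 to 0.591).

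The changes under TGF-β1 ran opposite to those after trauma (r = −0.387), which the shared Trauma libraries alone can produce. With different Trauma libraries in each comparison r was −0.038, from −0.081 to 0.020 over 6 ways, and 69.1% of the genes changed in trauma still ran opposite. These divided comparisons have 2 Trauma libraries each, so a weak reversal cannot be told apart from none.

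The first Control library lay at 59.0 on the second principal component, and the other Control libraries between 3.81 and 8.70. Without it, 3422 genes differed between Trauma+TGF-β1 and Control, and 2554 between Trauma+TGF-β1 and Trauma. A single small RNA gene, Gm23935, took 0.0665% of the reads in Trauma+TGF-β1, 0.175% in Trauma and 0.149% in Control.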
